# PPM1D suppresses p53-dependent transactivation and cell death by inhibiting the Integrated Stress Response

**DOI:** 10.1038/s41467-022-35089-5

**Published:** 2022-12-01

**Authors:** Zdenek Andrysik, Kelly D. Sullivan, Jeffrey S. Kieft, Joaquin M. Espinosa

**Keywords:** Transcription, Tumour-suppressor proteins

## Abstract

The p53 transcription factor is a master regulator of cellular stress responses inhibited by repressors such as MDM2 and the phosphatase PPM1D. Activation of p53 with pharmacological inhibitors of its repressors is being tested in clinical trials for cancer therapy, but efficacy has been limited by poor induction of tumor cell death. We demonstrate that dual inhibition of MDM2 and PPM1D induces apoptosis in multiple cancer cell types via amplification of the p53 transcriptional program through the eIF2α-ATF4 pathway. PPM1D inhibition induces phosphorylation of eIF2α, ATF4 accumulation, and ATF4-dependent enhancement of p53-dependent transactivation upon MDM2 inhibition. Dual inhibition of p53 repressors depletes heme and induces HRI-dependent eIF2α phosphorylation. Pharmacological induction of eIF2α phosphorylation synergizes with MDM2 inhibition to induce cell death and halt tumor growth in mice. These results demonstrate that PPM1D inhibits both the p53 network and the integrated stress response controlled by eIF2α-ATF4, with clear therapeutic implications.

## Abstract (web summary)

The authors describe a functional crosstalk between the p53 network and the integrated stress response through the p53 repressor PPM1D. Inhibition of PPM1D potentiates p53-dependent transactivation and apoptosis via induction of the HRI-eIF2α-ATF4 pathway.

## Introduction

The key role of the transcription factor p53 in tumor suppression is documented by the high frequency of inactivating mutations in the *TP53* locus observed across diverse human cancers^1^. The p53 protein directly transactivates hundreds of target genes involved in numerous anti-tumoral responses including cell cycle arrest, apoptosis, DNA repair, and senescence^2,3^. p53 constitutes a major signaling hub in the cellular response to stress, being activated by a wide range of stimuli including DNA damage, oncogene activation, reactive oxygen species (ROS), and nutrient deprivation^4^. Through various mechanisms, stress signaling pathways attenuate the activity of key p53 repressors, most prominently MDM2 and MDM4. Both repressors inhibit p53 activity by obstructing its N-terminus transactivating domain, but only MDM2 promotes p53 degradation by the ubiquitin-dependent proteasome^5–8^. Another potent repressor of p53 is the protein phosphatase PPM1D (Protein Phosphatase, Mg^2+^/Mn^2+^ Dependent 1D, also known as WIP1, Wild Type p53-Induced Phosphatase 1)^9^. Both *MDM2* and *PPM1D* are direct p53 target genes, which creates negative feedback loops to control p53 activity^6,9^. Despite its well demonstrated role in control of p53 function, the mechanism of action of PPM1D is not well defined. It has been shown that PPM1D removes phosphate groups from both p53 and MDM2^10,11^ and that it can also dephosphorylate key mediators of the DNA-damage response such as ATM^12^ and CHK2^10^. Therefore, it has been proposed that whereas PPM1D acts solely to restore basal p53 activity following an activation event, MDM2 and MDM4 play an additional role by maintaining low levels of p53 activity in unstressed cells^13,14^. This notion is supported by experiments in mouse models, whereby depletion of either *Mdm2* or *Mdm4* causes embryonic lethality which can be rescued by concomitant loss of *Tp53*^15,16^. In contrast, *Ppm1d* knock-out mice are viable^17^.

Given that nearly half of cancers express wild type p53, much effort has been devoted to the development of therapeutic strategies that could activate p53 to induce tumor regression. Several small molecules and peptides targeting MDM2 and/or MDM4 have been developed to activate p53 without the undesired effects of the genotoxic stress caused by conventional chemotherapy and radiation^18^. However, since development of the first-in-class MDM2 inhibitor nutlin-3a^19^, it has become evident that although these compounds effectively activate p53 and its downstream transcriptional program, including induction of numerous pro-apoptotic genes, most cancer cell types undergo a reversible cell cycle arrest response of little therapeutic value^20^. Moreover, both in vitro experiments and results from clinical trials demonstrate the rapid selection of p53 mutant clones and development of drug resistance^2,21–24^. In clinical trials, use of these compounds associated with various adverse events, most prominently hematological toxicity (neutropenia and thrombocytopenia), as well as nausea/vomiting, asthenia, and diarrhea^25^. These results elicited many efforts to identify combinatorial therapies that could enhance the therapeutic potential of MDM2/MDM4 inhibitors^26,27^. Interestingly, shortly after a specific PPM1D inhibitor became available^28^, a number of studies demonstrated synergistic effects of dual MDM2 and PPM1D inhibition resulting in an augmented apoptotic response in cancer cell lines both in vitro and in xenograft models^29–33^. However, the mechanisms driving this synergy remain unclear, as it was observed that p53 occupancy at target genes remained unchanged upon PPM1D inhibition^30^, and that PPM1D inhibition also increased the apoptotic response to genotoxic drugs in p53 knock-out cells^30^, thus suggesting the existence of additional p53-independent effects of PPM1D on promoting cell survival.

Here, to investigate the mechanism by which PPM1D blocks tumor cell death upon MDM2 inhibition, we employed papillary thyroid carcinoma cell lines expressing high levels of wild type PPM1D^34^. Notably, gain-of-function *PPM1D* mutations are frequently observed in thyroid carcinomas and other cancer types, often in a mutually exclusive fashion with *TP53* mutations, suggesting that PPM1D-mediated suppression of p53 activity is a common feature across diverse malignancies^2,35–40^. We identify the transcription factor ATF4 as a driver of the increased induction of p53 target genes and apoptosis observed upon dual inhibition of MDM2 and PPM1D. Furthermore, ATF4 is induced by the combinatorial treatment through the HRI-eIF2α aspect of the integrated stress response (ISR). These results reveal a key role for PPM1D in the cellular response to stress, whereby it not only inhibits the p53 network, but it also restrains the stress-induced alternative translation program elicited by inhibitory phosphorylation of the eIF2α complex. Moreover, we report a strong synergistic effect of combined pharmacological inhibition of MDM2 and eIF2α, resulting in a rapid apoptotic response in vitro and halted tumor growth and host survival in vivo. Given that translation rates are much higher in cancer cells compared to normal tissues^41^, treatment strategies based on the combined activation of two stress response hubs—p53 and the ISR—represent a promising approach for treating p53 wild-type tumors.

## Results

### PPM1D inhibition increases p53-dependent transactivation upon MDM2 inhibition

It has been previously demonstrated that small molecule inhibitors of MDM2 and PPM1D synergize to elicit p53-dependent cell death in diverse cell types^29–33^, and we have previously shown that gain-of-function PPM1D mutations are mutually exclusive with p53 mutations in thyroid carcinoma^2^, suggesting that PPM1D restrains p53 activity in this cancer type. Therefore, we investigated the cellular response to MDM2 and PPM1D inhibition in two different thyroid carcinoma cell lines, TPC1 and K1. As seen in most cancer cell lines expressing wild type p53, MDM2 inhibition with nutlin stabilizes p53 but does not suffice to cause p53-dependent apoptosis in TPC1 or K1 cells (Fig. 1a, b and Supplementary Fig. 1a). Inhibition of PPM1D catalytic activity with the small molecule inhibitor GSK2830371 does not stabilize p53 or induce apoptosis, but the combined inhibition of both p53 repressors elicits a clear apoptotic response along with increased phosphorylation of p53 on serine 15 within its N-terminus transactivation domain (Fig. 1a, b)^42^. As previously shown, p53 activation leads to PPM1D upregulation, but GSK2830371 treatment reduces PPM1D expression^28^ (Supplementary Fig. 1b). In agreement with previous reports^29–32^, the synergistic effect of the two inhibitors is also observed in other cancer cell lines, such as HCT116 (colorectal carcinoma), MCF7 (breast carcinoma), and SJSA (osteosarcoma) (Supplementary Fig. 1c). Furthermore, this synergy is also evident with more clinically-relevant MDM2 inhibitors such as idasanutlin (RG7388) and milademetan (Supplementary Fig. 1d). To investigate mechanisms of synergy upon dual inhibition of MDM2 and PPM1D, we completed transcriptome analysis of cells treated for 24 h with vehicle (DMSO), nutlin (10 μM), GSK2830371 (25 μM), or the combination of both drugs. 

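TPC1 and K1 are human papillary thyroid carcinoma lines expressing wild type p53. Nutlin frees p53 from MDM2, and GSK2830371 blocks the phosphatase activity of PPM1D, so the 4 treatments separate the effect of each repressor from that of both. Each treatment was sequenced in 2 replicates per line, with 0.2% DMSO as the vehicle. The 16 libraries hold stranded polyadenylated RNA, and the authors provide a raw read count for each of 25369 genes in every library. Total counts run from 30789887 to 76648552 in TPC1 and from 28888686 to 37161241 in K1. Columns of the TPC1 counts are numbered 1 and 3, whereas the sample labels number these replicates 1 and 2. TPC1 libraries are therefore named by their column numbers, and those numbered 3 were assigned to a treatment without naming the sample.

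The counts of each line were scaled by TMM and fitted jointly in edgeR over its 8 libraries, keeping genes above 0.1 CPM (counts scaled to equal library size) in at least 2 libraries. That left 15273 genes in TPC1 and 15900 in K1. Genes are called upregulated or downregulated where the adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg is under 0.05 and the fold change exceeds 1.5. With 2 replicates per group, each fit has 4 residual degrees of freedom. Values after ± are the standard deviation of 2 libraries for CPM and the standard error for a log2 fold change. The variance between replicates was 11.6 to 48.3 times that of counting alone in TPC1 and 4.96 to 8.17 times in K1. TPC1 libraries of the same number shift together, so a fit with that number as a block is given for the TPC1 counts that it changes by more than 1.5 times. Where the largest changes of well-expressed genes are named, these are called genes with a mean of at least 5 CPM in the higher group and, outside the interaction, replicates that do not overlap. When a library is left out, the lone library of its group is assumed to vary like the other groups. Unless stated, TPC1 tests carry no replicate block, and neither do the fits without a library. Part of what changes in those TPC1 fits may therefore come from the shared shift of the replicates.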

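Nutlin raised 2671 genes and lowered 2752 in TPC1, and raised 611 and lowered 863 in K1 (edgeR's quasi-likelihood test with Benjamini-Hochberg). Leaving out any single library kept the raised genes between 2382 and 2714 in TPC1 and between 507 and 620 in K1. Among the alternatives, a DESeq2 fit of the compared groups alone with moderated fold changes moved these counts most, to 400 raised genes in K1. *CDKN1A* (chromosome 6, 36644237 to 36655114 in GRCh37) rose from 138 ± 15.9 to 6740 ± 80.7 CPM in TPC1 and from 114 ± 5.09 to 1022 ± 61.9 CPM in K1. Its log2 fold change was 5.61 ± 0.141 in TPC1 (adjusted p = 7.5e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg) and 3.16 ± 0.0613 in K1 (adjusted p = 2.1e-12). *MDM2* (chromosome 12, 69201957 to 69239324) rose by 4.96 ± 0.106 in TPC1 and by 3.05 ± 0.0682 in K1, with adjusted p of 6.8e-09 and 4.7e-12 in the same test (edgeR's quasi-likelihood with Benjamini-Hochberg).

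Well-expressed genes with the largest log2 increases in TPC1 were *TREM2*, *UNC13A* (9.26) and *KANK3* (8.01). *TREM2* reached 10.8 CPM from at most 1 count per DMSO library, too few for a fold change, and *KANK3* started from 3 and 4 counts. Among well-expressed genes the deepest decreases in TPC1 were those of *FAM111B* (−7.03), *E2F2* (−6.89) and *CCNE2* (−6.77), which serve entry into and passage through S phase. Of such genes in K1, *TP73* (5.77), *INPP5D* (4.01) and *BTG2* (3.99) rose most, while *CCNE2* (−4.19), *FAM111B* (−3.92) and *ZNF367* (−3.78) fell most. *BTG2* also rose in TPC1, by 4.83.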

Using DESeq2, we identified hundreds of mRNAs significantly upregulated or downregulated upon nutlin treatment (Fig. 1c and Supplementary Data 1). Notably, whereas PPM1D inhibition alone had little impact on the transcriptome, the combined treatment resulted in more differentially expressed genes than nutlin alone (Fig. 1c, d). 

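GSK2830371 alone raised 110 genes and lowered 104 in TPC1, and raised 117 and lowered 237 in K1, whereas the combination raised 3441 and lowered 3309 in TPC1 and raised 1211 and lowered 1287 in K1 (edgeR's quasi-likelihood test with Benjamini-Hochberg). Calls for the combination kept within 3002 to 3594 per direction in TPC1 and within 866 to 1312 in K1 under all alternatives. Calls for GSK2830371 alone varied more. In TPC1 the replicate block gave 239 raised and 241 lowered genes. Leaving out DMSO replicate 1 or 3 left 63 or 51 raised and 56 or 47 lowered genes, and leaving out nutlin replicate 1 or 3 left 44 raised and 43 or 42 lowered. Without GSK2830371 replicate 1 or 3, 27 or 14 raised and 17 or 8 lowered genes were called. Scaling by library size alone turned the even split of 110 and 104 into 166 raised and 85 lowered genes.

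In K1 the lowered genes numbered 94 without GSK2830371 replicate 1 and 518 without replicate 2. A trend with GC content in the K1 libraries of this treatment bears on these calls. Removing the trend with GC content and transcript length, an alternative chosen after seeing the data, gave 65 raised and 68 lowered genes in K1. Of the genes raised by GSK2830371 alone, 96 of 110 in TPC1 and 81 of 117 in K1 were also raised by the combination. Of the lowered genes, 70 of 104 in TPC1 and 134 of 237 in K1 were also lowered. Both treatments are compared with the same DMSO libraries, which by itself makes their calls alike. The well-expressed K1 genes that rose most, in log2 units, were *SLC1A1* (1.19), *PTGES* and *BTG2* (1.09), and those that fell most were *RHOJ* (−1.06), *HAS2* (−1.02) and *ZNF100* (−0.97).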

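Of the genes raised by nutlin, 84.3% in TPC1 and 86.7% in K1 were also raised by the combination, which gives 2252 genes raised by both in TPC1 and 530 in K1. A further 419 genes in TPC1 and 81 in K1 were raised by nutlin only, and 1189 and 681 by the combination only (each call by edgeR's quasi-likelihood test with Benjamini-Hochberg). The genes raised by both ranged from 1994 to 2395 in TPC1 and from 365 to 538 in K1 over all alternatives, and the DESeq2 fit of group pairs with moderated fold changes moved K1 most, to 35 genes raised by nutlin only. The treatments are compared with the same DMSO libraries, which makes the fold changes alike by itself. Simulated libraries without any treatment effect gave a median correlation of 0.473 between the fold changes of nutlin and the combination in TPC1, where 0.896 was observed, and 0.481 in K1, where 0.772 was observed. At most 1 simulated gene in TPC1 and 0 in K1 rose under both treatments. Few simulated genes rose at all, at most 2 under nutlin in TPC1 and 1 in K1. Their overlap therefore cannot show how far shared libraries add to an overlap of real effects.

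Of the 1189 genes raised by the combination only in TPC1, 450 rose under nutlin with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg. Only 354 differed between the combination and nutlin when compared directly. Among the 681 in K1, 274 rose under nutlin with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg, and 95 differed directly.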

Overlap analysis of genes significantly upregulated in each treatment (*q* < 0.05, fold change >1.5) showed that while many genes are upregulated by nutlin treatment with or without PPM1D inhibition, hundreds of genes reach statistical significance only when both p53 repressors are inhibited (Fig. 1d). Quantitative analysis revealed that most genes upregulated by nutlin treatment display greater fold increases upon concomitant inhibition of PPM1D, including most core direct p53 target genes^2^, with clear gene-specific effects (Fig. 1e–g and Supplementary Fig. 1d). 

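Among genes raised by both treatments, the fold change was larger under the combination for 76.1% in TPC1 and 79.4% in K1. Replicate numbers taken singly gave 74.5% and 75.1% in TPC1 and 75.7% and 77.4% in K1, with standard deviations of 0.44 and 1.20 points. These understate the spread, as leaving out single libraries moved the shares from 71.6% to 78.3% in TPC1 and from 75.9% to 83.0% in K1. The median difference in log2 fold change was 0.24 in TPC1 and 0.17 in K1, against 0.01 and 0.00 over all genes tested. Taking all genes raised by nutlin, the alternative that moved the shares most, gave 64.2% in TPC1 and 68.9% in K1, and picking genes by the nutlin value alone lowers the share by chance. Tested one by one with edgeR's quasi-likelihood test and Benjamini-Hochberg, 401 of the 2252 genes in TPC1 were higher and 24 lower under the combination than under nutlin, and in K1 37 of 530 were higher.

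Core p53 targets show the same gene to gene variation. In TPC1, 61 of the 66 listed targets tested were raised by both treatments, and 54 of these were higher and 7 lower under the combination. By edgeR's quasi-likelihood test with Benjamini-Hochberg 16 were called higher. The differences ran from *ATF3* (log2 2.84) down to *DDB2* (−0.28). In K1, 48 were raised by both, 43 of them higher and 5 lower under the combination, with 5 called higher, and they ran from *GDF15* (2.03, from 1.34 to 5.53 CPM) down to *PPM1D* (−0.33). *CDKN1A* was higher under the combination than under nutlin by 0.87 ± 0.116 in TPC1 (adjusted p = 0.001) and by 0.60 ± 0.0559 in K1 (adjusted p = 4.8e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg). The K1 value sits near the threshold and drops below it without nutlin replicate 1 (0.54) or combination replicate 2 (0.58), and in the DESeq2 fit of group pairs with moderated fold changes (0.57). *BBC3* (chromosome 19, 47724079 to 47736023) gained 0.45 ± 0.102 in TPC1 and 0.34 ± 0.0826 in K1, short of a 1.5-fold change. *MDM2* gained 0.25 ± 0.0893 in TPC1, short of the threshold, and 0.63 ± 0.0628 in K1, where leaving out combination replicate 2 brings it to 0.55. The gain of *MDM2* was larger in K1 than in TPC1 by 0.39 ± 0.115, short of a 1.5-fold difference (adjusted p = 0.042, edgeR's quasi-likelihood test with Benjamini-Hochberg).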

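Nutlin and the combination together lowered 2305 genes in TPC1 and 754 in K1, nutlin alone of the pair 447 and 109, and the combination alone 1004 and 533 (edgeR's quasi-likelihood test with Benjamini-Hochberg). Over all alternatives the genes lowered by both ranged from 2123 to 2455 in TPC1 and from 642 to 774 in K1. The simulated libraries without a treatment effect gave at most 1 and 0, which cannot show what shared libraries add to real effects. Compared with nutlin directly, 300 of the 2305 genes in TPC1 fell further and 27 rose back, and in K1 130 of 754 fell further. The 38 listed cell cycle genes were all lowered by either treatment in both lines. Their median log2 fold change went from −3.87 under nutlin to −4.65 under the combination in TPC1 and from −1.23 to −2.29 in K1. The set test of combination against nutlin gave adjusted p = 1.44e-12 in TPC1 and 2.71e-72 in K1 (camera with Benjamini-Hochberg over the lists), and fry gave 0.000354 and 0.0105. Called lower in that comparison were 21 list genes in TPC1, 22 when adjusted over the list alone, and 28 in K1 either way. GSK2830371 alone lowered the list too, by a median of −0.32 in TPC1 and −0.31 in K1, with 0 of 38 genes positive in either line. Its set test gave adjusted p of 3.94e-17 and 1.88e-11 by camera, and 0.00165 and 0.0871 by fry. A fall of the list was thus present without nutlin.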

The increased transcriptional impact of p53 activation with the combined treatment is also reflected in the numbers of downregulated genes (Supplementary Fig. 1e, f). 

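The p53 target list, 67 genes reported as direct p53 targets across cell types, offers an open counterpart to a commercial knowledge base. Its median log2 fold change under nutlin was 2.03 in TPC1 and 0.97 in K1, with 61 and 48 of the 66 genes tested raised, the same counts when adjusted over the list alone. Under the combination the medians were 2.32 and 1.24, with 63 and 55 genes raised. The set test (camera with Benjamini-Hochberg over the lists) gave adjusted p of 3.18e-67 and 5.36e-127 under nutlin and 1.69e-64 and 1.11e-109 under the combination, for TPC1 and K1 in turn. The rotation test fry moved these results most, with adjusted p from 6.68e-06 to 1.84e-05, and left every call in place. Across all lists, both tests called the same direction in 37 of 80 comparisons, camera alone in 13 and fry alone in 9, and they never called opposite directions. Set tests of the combination against nutlin gave a median shift of 0.26 in TPC1 (adjusted p = 1.54e-11) and 0.18 in K1 (adjusted p = 1.46e-17), again called by fry (adjusted p 0.00122 and 0.00202). With GSK2830371 alone the list moved by 0.08 in TPC1 (set test adjusted p = 0.00924) and by 0.17 in K1 (set test adjusted p = 1.61e-09). The TPC1 shift lost its call under fry (0.0708), without genes shared between lists (0.174) and without GSK2830371 replicate 3 (0.0588), and its adjusted p ran from 0.00144 to 0.174 over all alternatives.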

Ingenuity Pathway Analysis (IPA) demonstrated strong activation of the p53 transcriptional program upon MDM2 inhibition with or without PPM1D inhibition in both thyroid carcinoma cell lines (Supplementary Fig. 1g and Supplementary Data 2). Thus, although PPM1D inhibition on its own has little effect on gene expression, it enhances the output of the p53 transcriptional program. To investigate this further, we analyzed expression of canonical p53 target genes by Q-RT-PCR in additional cell lines, which confirmed the greater induction of multiple p53 targets in diverse cancer cell types (Fig. 1h and Supplementary Fig. 1h). 

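After the IPA result, the authors conclude that PPM1D inhibition alone affects expression little and yet raises the output of the p53 program. Fold changes against DMSO hold the effect of each drug as well as their interplay. The interaction, the nutlin effect with GSK2830371 minus the nutlin effect without it, separates these. It was called positive for 431 genes and negative for 534 in TPC1, and positive for 284 and negative for 104 in K1 (edgeR's quasi-likelihood test with Benjamini-Hochberg). The counts change with the libraries entered. The replicate block moved the TPC1 total from 965 to 1573, and leaving out nutlin replicate 1 or 3 gave 370 or 344, and GSK2830371 replicate 1 or 3 gave 403 or 417. In K1 the total of 388 became 586 or 20 without nutlin replicate 1 or 2, 241 or 695 without GSK2830371 replicate 1 or 2, and 61 without combination replicate 2. Removing the trend with GC content and transcript length, an alternative added after the data were seen, gave 72 in K1, 36 positive and 36 negative. Scaling by library size alone shifted the split to 338 positive and 705 negative in TPC1 and to 404 and 77 in K1.

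For genes raised by both treatments, the nutlin effect was larger in the presence of GSK2830371 for 56.0% in TPC1 and 37.9% in K1, and the median interaction was 0.06 and −0.10. Over the alternatives these shares ran from 47.5% to 58.7% and from 32.7% to 43.8%, and the medians from −0.03 to 0.10 and from −0.11 to −0.05. Regressing the nutlin effect with GSK2830371 on that without it, over genes changed by nutlin, gave slopes of 0.983 in TPC1 and 0.817 in K1. Genes picked by their nutlin effect pull the slope down by chance, and picking them instead by the nutlin effect with GSK2830371, the setting that moved it most, gave 1.09 and 1.08. On the p53 target list, 50 of the 61 genes raised by both in TPC1 had a larger nutlin effect with GSK2830371, and 21 of 48 in K1. The interaction of *CDKN1A* was 0.59 ± 0.164 in TPC1 (adjusted p = 0.059) and −0.41 ± 0.0802 in K1 (adjusted p = 0.012, edgeR's quasi-likelihood test with Benjamini-Hochberg), as GSK2830371 by itself raised it in K1 by 1.01 ± 0.0581. *BTG2* went from 0.62 ± 0.13 in TPC1 to −0.77 ± 0.118 in K1, called in both lines. In well-expressed genes the interaction rose most, in log2 units, for *CHAC1* (3.31), *AREG* (2.97, not called without DMSO replicate 3, which gave 2.48) and *RRAD* (2.70) in TPC1 and for *CHAC1* (3.33), *SLC7A11* (2.30) and *ADM2* (1.69) in K1. It fell most for *CDH6* (−3.25), *GPRIN3* (−3.15) and *PTGES* (−2.52) in TPC1 and for *PIF1* (−1.78), *PLK1* (−1.40) and *HJURP* (−1.32) in K1. *GPRIN3* is not called without nutlin replicate 1 (adjusted p = 0.083), nutlin replicate 3 (0.063), GSK2830371 replicate 1 (0.074) or combination replicate 3 (0.12, edgeR's quasi-likelihood test with Benjamini-Hochberg, and 7.5e-08 at the smallest). Nor is *PIF1* without nutlin replicate 2 (−1.40), combination replicate 1 (−1.80) or combination replicate 2 (−1.76), or once the GC trend is removed (−1.60), or *PLK1* without nutlin replicate 2 (−1.08).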

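Compared with nutlin, the combination raised 986 genes and lowered 865 in TPC1, and raised 184 and lowered 242 in K1 (edgeR's quasi-likelihood test with Benjamini-Hochberg). In TPC1 the raised genes numbered 656 without nutlin replicate 3. In K1 they numbered 86 without nutlin replicate 2, 112 or 105 without combination replicate 1 or 2, and the lowered genes 140 without nutlin replicate 2. Moderated fold changes from DESeq2 fits of group pairs moved K1 most, to 39 raised and 81 lowered genes, and scaling by library size alone reversed its split to 228 raised and 196 lowered. *CHAC1* (chromosome 15, 41245160 to 41248710), a target of ATF4, rose most among well-expressed genes in both lines, from 9.99 to 319 CPM in TPC1 and from 6.05 to 69.8 CPM in K1. Its log2 fold changes were 5.00 ± 0.101 (adjusted p = 4.5e-08) and 3.54 ± 0.149 (adjusted p = 5.2e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg). It was followed in TPC1 by *RAB39B* (3.97) and *DDIT3* (3.72), and in K1 by *ADM2* (2.08) and *GDF15*. The deepest decreases of well-expressed genes were those of *CDH6* (−4.73), *KLHL14* (−3.35) and *KCNJ16* (−2.59) in TPC1, and of *HAS2* (−1.90), *KIF20A* (−1.72) and *HJURP* (−1.70) in K1. Of the 1851 genes changed in TPC1, 70.9% moved the same way under GSK2830371 without nutlin, and 88.0% of the 426 in K1.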

To explore potential mechanisms driving this increased transactivation response for a considerable fraction of the p53 transcriptional program upon the combinatorial treatment, we performed an IPA upstream regulator analysis of the genes significantly upregulated during the combination treatment relative to MDM2 inhibition alone (Supplementary Fig. 1e). 

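The ATF4 target list, 50 genes drawn from the literature, rose under the combination relative to nutlin in both thyroid lines. The median log2 fold change was 1.08 in TPC1 and 0.64 in K1, with 47 of 48 genes positive in TPC1 and 47 of 49 in K1. Of these, 37 and 26 were called higher, whether adjusted over all genes tested or adjusted over the list alone. The set test gave adjusted p = 2.07e-113 in TPC1 and 1.73e-63 in K1 (camera with Benjamini-Hochberg), and the rotation test fry, which moved them most, 7.15e-07 and 0.00601. Increases on the list besides that of *CHAC1* include *SLC1A4* (3.32), *STC2* (3.02), *SLC7A11* (2.69) and *PCK2* (2.53) in TPC1. In K1 they rose by 1.14, 1.31, 2.01 and 0.92. The K1 call of *PCK2* is lost without nutlin replicate 2 (0.59), combination replicate 1 (0.81) or combination replicate 2 (1.01), and under DESeq2's Wald test (0.90). The DESeq2 fit of group pairs with moderated fold changes also loses it (0.34), and brings *STC2* (0.45) and *SLC7A11* (0.44) in K1 under the 1.5-fold threshold. The ATF6 and XBP1 target list marks the other branches of the unfolded protein response. Relative to nutlin it moved by −0.02 in TPC1 and 0.01 in K1 (set test adjusted p = 0.821 and 0.209, fry 0.476 and 0.182). Neither shift is called by these tests, but whether the K1 shift is called depends on the alternative taken. Relative to DMSO that list moved under the combination by 0.06 in TPC1 (set test adjusted p = 0.459, fry 0.0397) and by 0.41 in K1, where 23 of 23 genes were positive (set test adjusted p = 8.48e-07, fry 0.000741). In the same comparison with DMSO, the combination raised the ATF4 list by 0.67 in TPC1 and 0.42 in K1, with 27 and 16 genes called higher (set test adjusted p = 8.04e-13 and 4.62e-08, both also called by fry). Under nutlin the median of the list was −0.41 in TPC1 and −0.27 in K1. For this comparison, camera in TPC1 gave 0.0841 and fry 2.03e-05, and in K1 they gave 0.0374 and 0.18, with 0.249 or 0.527 by camera when DMSO or nutlin replicate 2 was left out, and over all alternatives the set tests ran from 2.03e-05 to 0.129 in TPC1 and from 9.05e-06 to 0.527 in K1. The listed genes are plotted by treatment for both lines together with the p53 targets.

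**Figure D1:**
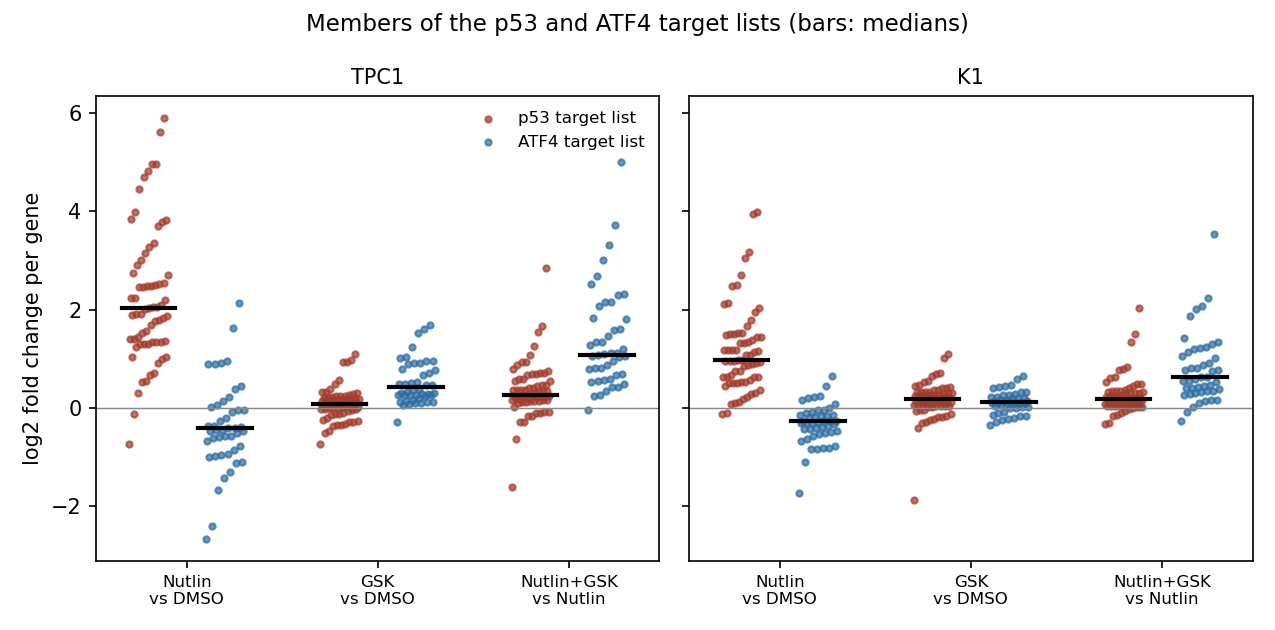
Log2 fold changes of the p53 target list (red) and the ATF4 target list (blue) in TPC1 and K1. Each point is 1 gene and black bars mark medians. Columns show nutlin against DMSO, GSK2830371 against DMSO, and the combination against nutlin, where 47 ATF4 targets lie above 0 in either line.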

Interestingly, in both thyroid carcinoma cell lines, the top predicted upstream regulator of this gene set is ATF4 (Activating Transcription Factor 4, Fig. 1i and Supplementary Fig. 1i), leading to the hypothesis that activation of this transcription factor, a known mediator of the transcriptional program elicited by the ISR^43^, could explain some of the differential effects observed upon dual inhibition of p53 repressors. Furthermore, ATF4 is the top predicted upstream regulator of the 52 genes induced by single PPM1D inhibition in the TPC1 cell line (Supplementary Fig. 1j).

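In TPC1, 17 of the 48 ATF4 targets tested rose under GSK2830371 alone, or 18 when adjusted over the list alone, and 47 were positive with a median log2 fold change of 0.42. The set test gave adjusted p = 7.25e-55 (camera with Benjamini-Hochberg) and fry, which moved it most, 2.29e-06. In K1 the same list had a median of 0.13 with 1 gene called higher, and its set test (adjusted p = 0.0153 by camera) is not called by fry (0.377), after removing the trend with GC content (0.0548), or without DMSO replicate 1 (0.396) or GSK2830371 replicate 1 (0.19). Over all alternatives that set test ran from 1.85e-05 to 0.396. The lines differed by −0.35 in the median shift (K1 minus TPC1, set test adjusted p = 4.44e-13, fry 0.0352). The well-expressed genes that rose most in TPC1 were *HMOX1* (2.04 ± 0.234), *CHAC1* (1.69 ± 0.0874) and *CTH* (1.61 ± 0.098), with adjusted p of 0.005, 0.00019 and 0.00027 in edgeR's quasi-likelihood test with Benjamini-Hochberg. Leaving out single libraries kept them within 1.94 to 2.15, 1.65 to 1.72 and 1.56 to 1.66. *PCK2* rose by 1.24. The largest decreases by the same limits were those of *TNFRSF19* (−1.76), *ZBED2* (−1.64) and *FGB* (−1.64). *TNFRSF19* loses its call without GSK2830371 replicate 3 (adjusted p = 0.091) and *ZBED2* without replicate 1 or 3 (0.089 or 0.078, edgeR's quasi-likelihood test with Benjamini-Hochberg), whereas the smallest adjusted p over the alternatives was 3.7e-11 and 2.2e-12.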

**Fig. 1:**
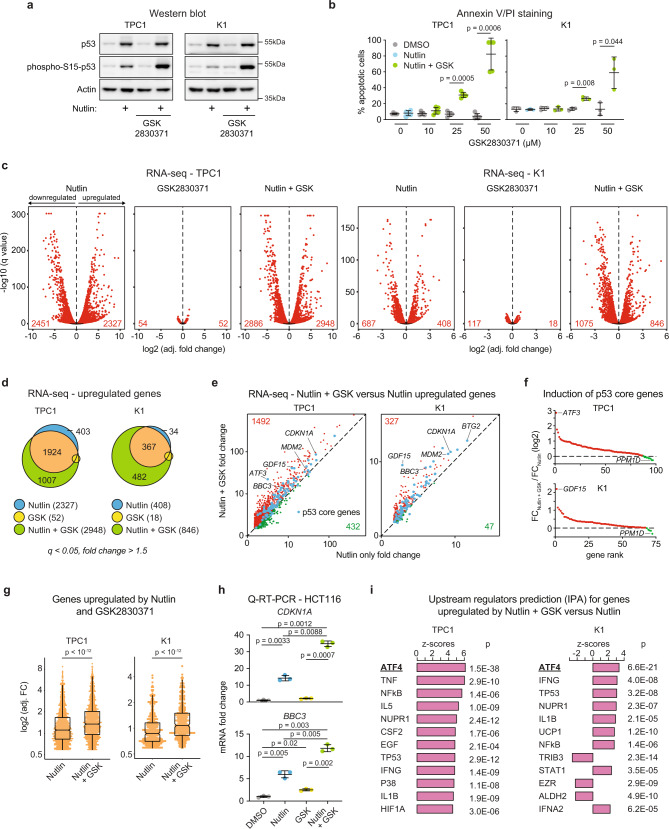
Dual inhibition of MDM2 and PPM1D potentiates the p53 transcriptional program. **a** Western blots of TPC1 and K1 cells treated with vehicle (0.2% DMSO), 10 μM nutlin-3a, 25 μM GSK2830371, or both drugs for 24 h. Results shown here are representative of three independent experiments. **b** TPC1 and K1 cells were treated as indicated for 72 h. Cells were stained with Annexin V-FITC/propidium iodide (PI) and analyzed by flow cytometry. Data are represented as mean ± SD. Indicated statistical significance was calculated by paired, two-sided *t* test, *n* = 3 independent experiments. **c** Differential expression analysis of RNA-seq reads in cells treated 24 h with 10 μM nutlin-3a, 25 μM GSK2830371, or both drugs compared to vehicle-treated controls. Red points and numbers indicate significantly upregulated and downregulated genes (DESeq2, *q* < 0.05, adjusted fold change >1.5). **d** Overlaps among indicated groups of significantly upregulated genes identified in **c**. **e** Comparison of relative fold induction in cells treated with nutlin alone versus the drug combination. Red points indicate genes with a fold change upon combination treatment greater than the fold change with nutlin alone. Green points denote a fold change upon combination treatment lower than the fold change with nutlin alone. Blue points indicate previously identified direct core p53 target genes. Log10 scale is used for both plots. **f** Changes in induction of direct core p53 target genes in cell populations treated with nutlin alone versus the drug combination. Box plots center lines represent median values, box boundaries outline the 25th and 75th percentile. Whiskers depict the smallest or largest values within 1.5 times of the interquartile range. **g** Adjusted fold changes of genes induced (*q* < 0.05, adjusted fold change >1.5) by both nutlin and nutlin + GSK2830371 in TPC1 (*n* = 1924 genes) and K1 (*n* = 367 genes). The indicated *p* value has been calculated with Wilcoxon signed-rank test. **h** Q-RT-PCR of *CDKN1A* and *BBC3* in HCT116 cells treated for 24 h with indicated compounds. Data are represented as mean ± SD. Paired, two-sided t test has been used to calculate the indicated *p* value, *n* = 3 independent experiments. **i** Ingenuity Pathway Analysis of upstream regulators in genes upregulated by the drug combination significantly more (*q* < 0.05, adjusted fold change >1.5) than by nutlin alone. Indicated *p* values were calculated with Fisher’s Exact test without correcting for multiple comparisons. See also Supplementary Fig. 1. Source data are provided as a Source data file.

Altogether, these results indicate that PPM1D restrains the p53 transcriptional program upon MDM2 inhibition through a mechanism likely involving the ATF4 transcription factor.

### Post-transcriptional activation of ATF4 drives the p53 response toward apoptosis

ATF4 belongs to a family of DNA-binding proteins that includes the AP-1 family of transcription factors, cAMP-response element binding proteins (CREBs) and CREB-like proteins^44^. Notably, the related factor ATF3 is a known direct target of p53^2,45,46^, and ATF3 is also a target of ATF4^47^. Therefore, we investigated the regulation of *ATF3* and *ATF4* gene expression in our experimental paradigm. 

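*ATF3* (chromosome 1, 212738676 to 212794119) rose under nutlin in TPC1 from 1.75 ± 0.0356 to 5.63 ± 0.0337 CPM, a log2 fold change of 1.69 ± 0.164 with adjusted p = 2.4e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg). Over all alternatives it stayed between 1.64 and 1.75. In K1, *ATF3* is measured from 22 to 56 counts per library and went from 0.961 ± 0.471 to 1.51 ± 0.604 CPM, so the replicates overlap. Its log2 fold change there was 0.63 ± 0.368 with adjusted p = 0.23 (edgeR's quasi-likelihood test with Benjamini-Hochberg), not called under any alternative. Leaving out single K1 libraries moved it between 0.17 and 1.25, with adjusted p from 0.06 to 0.84 over all alternatives (edgeR's quasi-likelihood or DESeq2's Wald test with Benjamini-Hochberg). *ATF4* (chromosome 22, 39915700 to 39918688) was abundant in both lines and decreased slightly, from 654 ± 54.5 to 487 ± 15.7 CPM in TPC1 and from 397 ± 25.6 to 339 ± 7.54 CPM in K1. These are log2 fold changes of −0.42 ± 0.0886 (adjusted p = 0.0029) and −0.23 ± 0.0594 (adjusted p = 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg), short of a 1.5-fold change in either line.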

First, RNA-seq analysis revealed clear induction of *ATF3* but not *ATF4* at the mRNA level upon nutlin treatment in TPC1, K1, and four other cell lines investigated (Fig. 2a). This differential impact of p53 activation on ATF family members can be explained by the presence of a previously characterized p53 enhancer upstream of the *ATF3* locus as seen by ChIP-seq^2,48^, whereas no p53 binding is evident within 50 kb of the *ATF4* locus (Fig. 2b). Analysis of GRO-seq datasets at 60 min of nutlin treatment shows clearly rapid transactivation of *ATF3* but not *ATF4* in three different cell lines (Fig. 2c). *ATF4* mRNA analysis revealed only modest changes over the course of 48 h of nutlin treatment, being elevated at early time points and downregulated later on (Supplementary Fig. 2a, b). Second, *ATF3* mRNA expression is further increased upon concurrent PPM1D inhibition as seen by RNA-seq in TPC1 and K1 cells (Fig. 2a) and by Q-RT-PCR in HCT116 cells (Supplementary Fig. 2a). 

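The combination brought *ATF3* to 40.2 ± 3.71 CPM in TPC1 and 4.22 ± 0.0736 CPM in K1. Relative to nutlin these are log2 fold changes of 2.84 ± 0.139 (adjusted p = 6.1e-06) and 1.49 ± 0.292 (adjusted p = 0.005, edgeR's quasi-likelihood test with Benjamini-Hochberg). Over all alternatives the TPC1 value stayed between 2.65 and 2.93. The K1 value ran from 1.12 to 1.95 on leaving out a library and was 0.66 in the DESeq2 fit of group pairs with moderated fold changes. Without nutlin replicate 2 it is not called (adjusted p = 0.098 in edgeR's quasi-likelihood test with Benjamini-Hochberg, against 3.2e-07 at the smallest). GSK2830371 alone gave 3.23 ± 0.748 CPM in TPC1 and 1.20 ± 0.515 CPM in K1. The TPC1 increase, 0.93 ± 0.169 with adjusted p = 0.027 (edgeR's quasi-likelihood test with Benjamini-Hochberg), is not called without either DMSO library (0.063 for replicate 1, 0.12 for replicate 3), either nutlin library (0.064 for replicate 1, 0.063 for replicate 3) or GSK2830371 replicate 3 (0.2), nor in fits of the compared groups in edgeR (0.097) or in DESeq2 with moderated fold changes (0.059), with the smallest over all alternatives at 7.6e-05. The interaction was 1.91 ± 0.219 in TPC1 and 1.18 ± 0.487 in K1, with adjusted p of 0.002 and 0.16 (edgeR's quasi-likelihood test with Benjamini-Hochberg).

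*ATF4* mRNA rose as well, to 1040 ± 47.4 CPM in TPC1 and 765 ± 23.9 CPM in K1. Relative to nutlin its log2 fold change was 1.09 ± 0.0894 in TPC1 (adjusted p = 8.6e-05) and 1.18 ± 0.0599 in K1 (adjusted p = 3e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg), and relative to DMSO 0.67 ± 0.0887 and 0.95 ± 0.0595, called in both lines. Its interaction was 0.77 ± 0.125 in TPC1 and 1.00 ± 0.0839 in K1, and the TPC1 call is lost without nutlin replicate 1 (adjusted p = 0.058) or GSK2830371 replicate 1 (0.051, edgeR's quasi-likelihood test with Benjamini-Hochberg), and the smallest over all alternatives was 9.5e-07. Both transcripts are plotted by library for the 4 treatments.

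**Figure D2:**
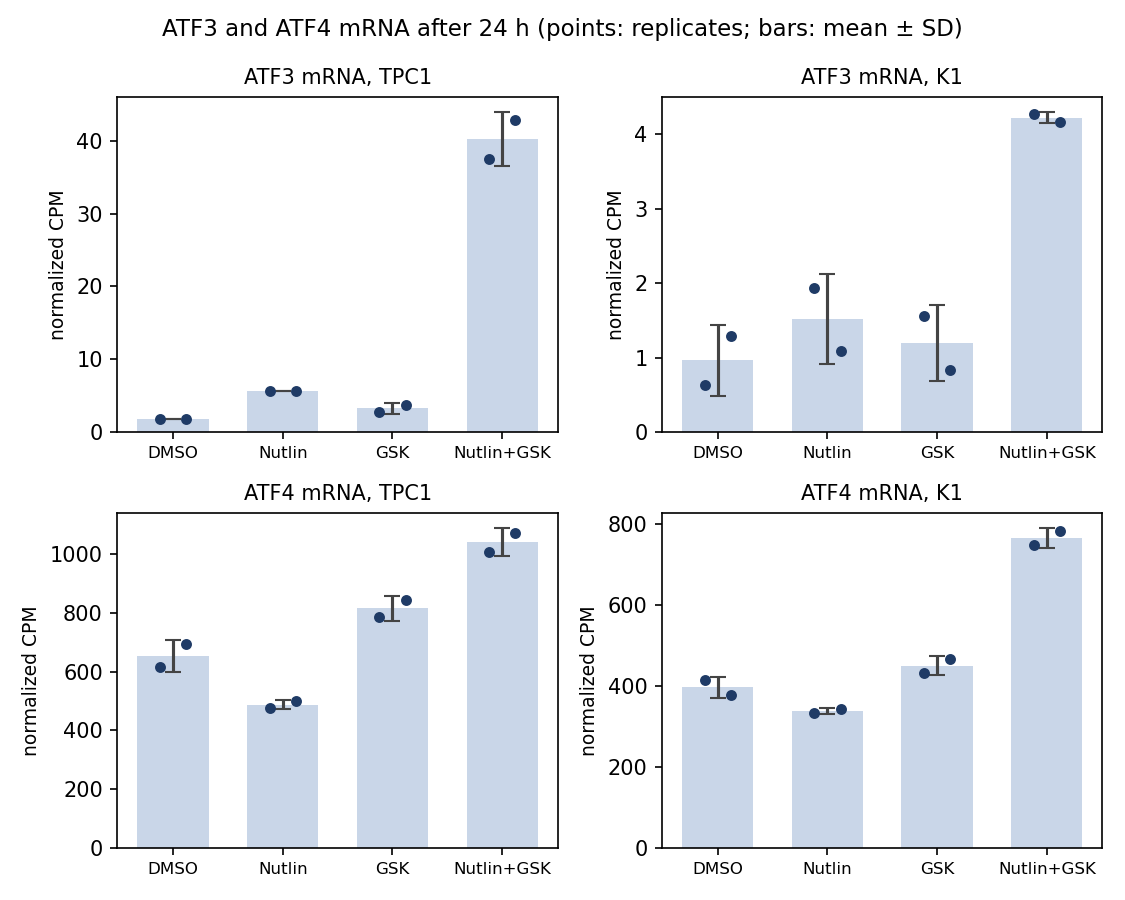
Normalized CPM of *ATF3* and *ATF4* in TPC1 and K1 under DMSO, nutlin, GSK2830371 and both drugs. Bars are means, error bars standard deviations and points single libraries. *ATF3* rises to 40.2 CPM in TPC1 and 4.22 CPM in K1 under both drugs.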

Third, we observed clear induction of both ATF3 and ATF4 at the protein level upon dual inhibition of the p53 repressors (Fig. 2d and Supplementary Fig. 2c, d). Whereas ATF3 protein accumulation can be explained by induced mRNA expression, ATF4 protein induction is likely due to post-transcriptional control. In fact, it has been well demonstrated that ATF4 translation can be increased in some cellular settings^49^. Thus, the increased levels of ATF4 protein could explain the synergistic effect of the drug combination on ATF3 expression, as *ATF3* is a transcriptional target of both p53 and ATF4^45–47^.

**Fig. 2:**
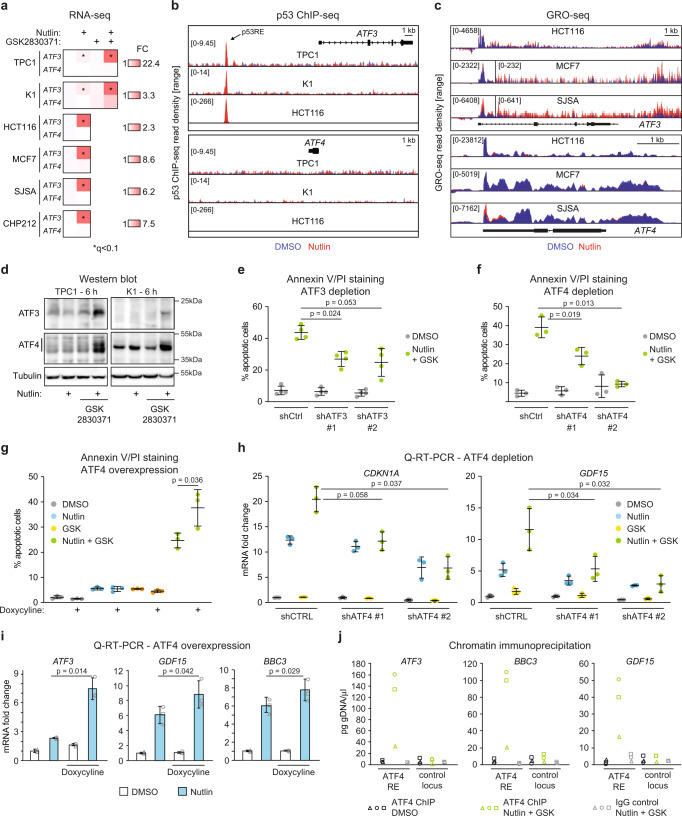
ATF4 is required for the apoptotic response upon dual inhibition of MDM2 and PPM1D. **a** *ATF3* and *ATF4* mRNA induction in cell lines treated with vehicle (0.2% DMSO), 10 μM nutlin-3a, 25 μM GSK2830371, or both drugs for 24 h. *q* values were calculated by the DESeq2 software. **b** p53 occupancy at *ATF3* and *ATF4* gene loci analyzed by ChIP-seq. **c** Transcriptional activity at *ATF3* and *ATF4* gene loci measured by GRO-seq in cell lines treated with 10 μM nutlin-3a for 60 min. **d** Western blots in TPC1 and K1 cell lines treated with indicated compounds for 6 h. Results shown here are representative of three independent experiments. **e**, **f** TPC1 cells depleted of ATF3 or ATF4 were treated for 72 h, stained with Annexin V-FITC/PI and analyzed by flow cytometry. Statistically significant difference was calculated by paired, two-sided *t* test, *n* = 4 (**e**), *n* = 3 (**f**) independent experiments. **g** TPC1 cells transduced with Tet-on-*ATF4* expression vector were treated with 10 μg/ml doxycycline, vehicle control, or drug combination for 72 h prior to flow cytometry measurement of Annexin V-FITC/PI positive cells. Paired, two-sided *t* test was used for calculations of statistical significance (*n* = 3 independent experiments). **h**, **i** Q-RT-PCR of p53 target genes in the TPC1 cell line treated with the indicated compounds for 24 h. Paired, two-sided *t* test was used to calculate the indicated *p* value, *n* = 3 independent experiments. Data in **e**–**i** are represented as mean ± SD. **j** ATF4 occupancy analyzed by chromatin immunoprecipitation (ChIP) followed by Q-PCR at p53 target genes. See also Supplementary Figs. 2 and 3. Source data are provided as a Source data file.

Next, we tested the contribution of ATF3 and ATF4 to the apoptotic response and induction of p53 target genes upon dual inhibition of MDM2 and PPM1D. Indeed, knockdown of either transcription factor significantly reduced the number of apoptotic cells after combinatorial treatment with nutlin and GSK2830371 (Fig. 2e, f and Supplementary Fig. 2e, f). We then tested the effects of ATF4 overexpression using a stable integrated, doxycycline-inducible vector (Supplementary Fig. 2g). Whereas ATF4 overexpression had no significant effect on its own or in cells treated with nutlin or GSK2830371 alone, it further increased the apoptotic signal observed during the combinatorial treatment (Fig. 2g). Lastly, Q-RT-PCR analysis showed that ATF4 knockdown decreases, and ATF4 overexpression increases, expression of multiple p53 target genes (Fig. 2h–i and Supplementary Fig. 3a, b). Knockdown of ATF3 also reduced induced expression of several p53 target genes that require ATF4 (Supplementary Fig. 3c). Analysis of available ATF4 ChIP-seq data demonstrated that ATF4 binds to ~38% and ~60% of the genes more strongly induced by the combinatorial treatment in K1 and TPC1 cell lines, respectively, but only to ~8% and 18% of those who are not further induced by PPM1D inhibition (Supplementary Fig. 3d). Moreover, ChIP q-PCR suggests increased occupancy of the ATF4 transcription factor at all tested p53 target genes (Fig. 2j). Lastly, we investigated whether dual inhibition of MDM2 and PPM1D would induce *DDIT3* (encoding CHOP), another ATF4 target gene with prominent roles in apoptosis^50^. Indeed, CHOP was induced at the protein level by the combinatorial drug treatment (Supplementary Fig. 3e) and its knockdown reduced the apoptotic response (Supplementary Fig. 3f).

Altogether, these results demonstrate that dual inhibition of MDM2 and PPM1D induces the ATF4 pathway, which in turn contributes to greater transactivation of some p53 target genes and p53-dependent apoptosis.

### ATF4 stabilization downstream of the HRI-eIF2α axis upon dual inhibition of p53 repressors

ATF4 protein expression is tightly controlled at the translational level downstream of the ISR^51^. After diverse stress stimuli, the ISR signaling cascade shuts down most mRNA translation through inactivating phosphorylation of the eIF2α translation factor^52^. However, these events lead to increased selective translation of ATF4 and other mRNAs through a bypass mechanism involving upstream open reading frames (uORFs) and non-canonical initiation factors^53,54^. Four major protein kinases can induce eIF2α phosphorylation in response to diverse stimuli, including HRI (Heme-Regulated Inhibitor, encoded by *EIF2AK1*), PKR (Protein Kinase R, encoded by *EIF2AK2*), PERK (PKR-like Endoplasmic Reticulum Kinase, encoded by *EIF2AK3*), and GCN2 (General Control Nonderepressible 2, encoded by *EIF2AK4*) (Fig. 3a). Therefore, we tested the impact of MDM2/PPM1D inhibition on eIF2α signaling. Indeed, dual inhibition of the p53 repressors led to increased eIF2α phosphorylation at residue serine 51 (S51) in multiple cell lines (Fig. 3b), which prompted us to analyze global effects on translation upon each treatment using polysome profiling analysis. Notably, inhibition of either MDM2 or PPM1D caused decreases in the polysome/monosome ratio, but the repressive effect on translation was much greater with the combinatorial treatment (Fig. 3c, d). Expectedly, the ATF4 mRNA shifted toward heavier polysomal fractions with the combinatorial treatment, whereas the control GAPDH mRNA shifted toward lighter fractions, indicative of selective ATF4 mRNA translation concurrent with global translational repression in this setting^49^ (Supplementary Fig. 4a). Next, we investigated upstream signaling events, which revealed elevation of HRI protein levels, but not so for PKR, PERK or GCN2, upon dual inhibition of p53 repressors in multiple cell lines (Fig. 3e and Supplementary Fig. 4b). Protein levels of HRI (encoded by *EIF2AK1*) increased despite downregulation of its mRNA and without clear changes in its polysomal distribution, potentially indicative of protein stabilization (Supplementary Fig. 4c, d) as reported previously^55^. Notably, knockdown of HRI (Supplementary Fig. 4c, e) blocked both eIF2α phosphorylation and ATF4 induction upon the combinatorial treatment with nutlin and GSK2830371 (Fig. 3f) and the downstream apoptotic response (Fig. 3g). In contrast, knockdown of PKR, PERK, or GCN2 did not reduce apoptosis in response to the combinatorial treatment (Supplementary Fig. 4f, g).

**Fig. 3:**
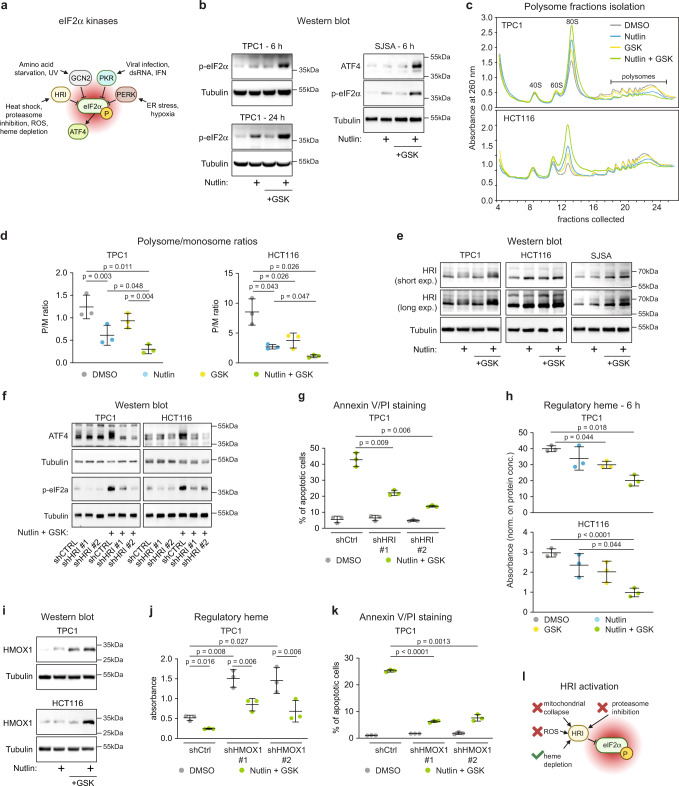
ATF4 accumulation upon dual MDM2/PPM1D downstream of heme depletion, HRI induction, and eIF2α phosphorylation. **a** Schematic of signaling pathways leading to inhibitory phosphorylation of eIF2α. The key residue mediating this inhibitory phosphorylation is serine 51. Created with BioRender.com. **b** Western blots of cells treated with vehicle (0.2% DMSO), 10 μM nutlin-3a, 25 μM GSK2830371, or the drug combination for indicated times. p-eIF2α indicates S51 phosphorylation. **c** Cells treated with indicated compounds for 24 h were lysed and subjected to polysome profiling by using sucrose density gradient fractionation. **d** Polysome to monosome ratios. Absorbances displayed in **c** were quantified, and statistical significance (*n* = 3 independent experiments) was calculated using paired, two-sided *t* test. **e** Western blots in cells treated with indicated compounds for 24 h. **f** Western blots in cells transduced with non-targeting shRNA controls (shCTRL) or two different shRNAs targeting HRI (*EIF2AK1*). p-eIF2α indicates S51 phosphorylation. **g**, **k** TPC1 cells depleted of HRI (**g**) or HMOX1 (**k**) were treated with vehicle control or the drug combination for 72 h. Fraction of apoptotic cells was determined by flow cytometry. Statistical significance (*n* = 3 independent experiments) was calculated by paired, two-sided *t* test. **h**, **j** Cellular levels of free (regulatory) heme were measured in cells treated with denoted compounds for 6 h. Paired, two-sided *t* test was used for calculations of statistical significance (*n* = 3 independent experiments). **i** Western blots in cells treated with the indicated compounds for 24 h. **l** A schematic of HRI activation upon dual inhibition of MDM2 and PPM1D. Created with BioRender.com. Results shown in **b**, **e**, **f**, **i** are representative of three independent experiments. Data in **d**, **g**, **h**, **j**, **k** are represented as mean ± SD. See also Supplementary Figs. 4 and 5. Source data are provided as a Source data file.

To define the mechanism by which dual inhibition of the p53 repressors activates HRI, we tested each of the main known stimuli leading to HRI induction, including decreased proteasomal activity^55,56^, mitochondrial collapse^57^, increase in reactive oxygen species (ROS)^58^, and depletion of cellular heme^59^. Inhibition of p53 repressors, either individually or in combination, did not have significant effects on either total proteasomal activity (Supplementary Fig. 5a, b) or mitochondrial membrane potential collapse at early time points (24 h), before the onset of apoptosis at the time of HRI induction (Supplementary Fig. 5c, d). However, dual inhibition of p53 repressors caused a modest but significant increase in ROS (Supplementary Fig. 5e, f), and, most prominently, a strong depletion of cellular regulatory (free) heme in multiple cell lines as soon as 6 h post-treatment (Fig. 3h and Supplementary Fig. 5g). Notably, heme metabolization can lead to elevated ROS levels^60^, suggesting that the upstream event triggered by the combinatorial treatment could be degradation of heme. To investigate this further, we tested for changes in expression of HMOX1 (heme oxygenase 1, HO-1), the inducible isoform of the rate-limiting enzyme of heme degradation^61^. Indeed, HMOX1 protein expression was synergistically induced upon dual inhibition of p53 repressors (Fig. 3i). Furthermore, HMOX1 knockdown led to accumulation of regulatory heme and reduced the apoptotic response upon dual inhibition of MDM2 and PPM1D (Fig. 3j–k and Supplementary Fig. 5h). This indicates that heme depletion by HMOX1 may be the initiating event, leading to heme depletion and downstream Fe-induced ROS elevation (Supplementary Fig. 5i), a notion supported by the fact that increased ROS levels were not reduced by treatment with *N*-acetyl cystine (NAC), an antioxidant that cannot prevent Fe^2+^-induced ROS elevation^62^ (Supplementary Fig. 5e, f and Fig. 3l).

Altogether, these results illuminate a mechanism by which dual inhibition of MDM2 and PPM1D induce ATF4 activity to convert the cellular response to p53 from cell cycle arrest to cell death.

### Pharmacological inhibition of eIF2α synergizes with MDM2 inhibition to elicit apoptosis

Next, to further investigate the role of the ISR in control of the p53 response, we tested the hypothesis that pharmacological inhibition of eIF2α could synergize with nutlin to elicit p53-dependent apoptosis. Toward this end, we employed small molecule inhibitors of the protein phosphatase 1 (PP1) complex, a major phosphatase in the control of eIF2α activity^63^ (Fig. 4a). We fist used nelfinavir, a compound that induces the ISR by downregulating the PP1 cofactor CReP (Constitutive Repressor of eIF2α Phosphorylation, PPP1R15B)^64^. Nelfinavir treatment alone induced eIF2α phosphorylation (Fig. 4b) and decreased the polysome/monosome ratio (Fig. 4c, d). Although treatment with nelfinavir alone stabilized ATF4, it did not suffice to induced caspase 3 cleavage (Fig. 4e). However, in combination with nutlin, nelfinavir increased ATF3 expression, induced strong caspase 3 activation, and apoptosis in diverse cell types with strong synergy (Fig. 4e, f and Supplementary Fig. 6a–c) as well as complementary MTT assays of cellular metabolic activity (Fig. 4g and Supplementary Fig. 6d). Similar results were obtained with sal003, a structurally diverse small molecule inhibitor of the PP1 complex acting via repression of the regulatory subunit PPP1R15A (GADD34)^65^ (Fig. 4f, g and Supplementary Fig. 6d).

**Fig. 4:**
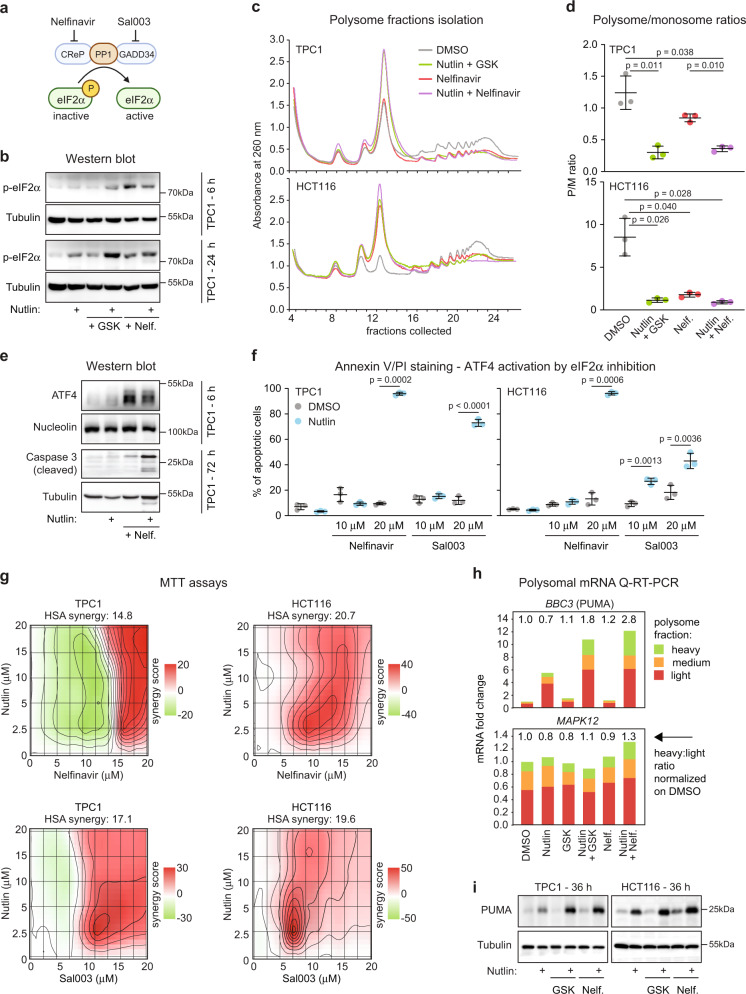
Pharmacological inhibition of eIF2α synergizes with nutlin to induce cell death. **a** Schematic of eIF2α inhibition by nelfinavir and sal003. Created with BioRender.com. **b** Western blots of cells treated with vehicle (0.2% DMSO), 10 μM nutlin-3a, 25 μM GSK2830371 (GSK), 20 μM nelfinavir (Nelf.), and drug combinations for indicated times. p-eIF2α indicates S51 phosphorylation. **c** Representative polysome profiles of cells treated with indicated compounds for 24 h. **d** Quantification of polysome to monosome ratio in polysome profiles from **c** (area under the curve, *n* = 3 independent experiments). Data are represented as mean ± SD. Statistical significance was calculated using paired, two-sided t test. **e** Western blots in TPC1 cells treated as indicated. **f** TPC1 and HCT116 cells were treated with indicated compounds for 48 h. Fraction of apoptotic cells was determined by flow cytometry. Data are represented as mean ± SD. Paired, two-sided *t* test was used for calculations of statistical significance (*n* = 3 independent experiments). **g** Absorbance values from using MTT assays were analyzed with SynergyFinder^107^. The degree of combination synergy was calculated using highest single agent (HSA) reference model. Synergy of specific concentrations (synergy score) was plotted to show synergy distribution. The higher the score, the stronger the synergy at those concentrations. **h** Q-RT-PCR of RNA isolated from polysome fractions of TPC1 cells as shown in **c** and in Fig. 3c. Light polysome samples were prepared with fractions 19-21, medium with fractions 22-23, and RNA associated with heavy polysomes was isolated from fractions 24 and 25. **i** Western blots in TPC1 and HCT116 cells treated as indicated for 36 h. See also Supplementary Fig. 6. Results shown in **b**, **e**, **i** are representative of three independent experiments. Source data are provided as a Source data file.

These results suggest that p53-dependent apoptosis, which is known to require transactivation of key pro-apoptotic genes, somehow bypasses translational inhibition triggered by the ISR. To test this, we analyzed the distribution of the mRNA encoding for PUMA/BBC3, a key mediator of p53-dependent apoptosis^66,67^, in polysomal fractions. Indeed, PUMA mRNA was enriched in heavy (i.e., highly translated) polysomal fractions under conditions of ISR activation (Fig. 4h), along with increased PUMA protein levels (Fig. 4i).

Altogether, these results point to a functional crosstalk between two major stress responses, the transcriptional program controlled by p53, and the translational response governed by eIF2α and ATF4, with major impacts on control of cell viability.

### Dual inhibition of MDM2 and eIF2α exerts synergistic anti-tumoral activity

Next, we performed a pre-clinical test of the synergistic effects of MDM2 inhibition and nelfinavir. An analysis of gene expression for various components of the eIF2α translational complex in diverse cancer types revealed consistent and statistically significant upregulation of multiple subunits in colon adenocarcinomas (COAD) (Fig. 5a). Using the HCT116 COAD cell line, we observed synergistic induction of apoptosis when nelfinavir was combined with three structurally different MDM2 inhibitors, including milademetan, a compound which is currently being tested in Phase III clinical trials (Fig. 5b)^68^. The synergistic apoptotic effect of MDM2 inhibition and nelfinavir was also observed in three-dimensional COAD organoids (Fig. 5c). This prompted us to test the combinatorial treatment in a COAD xenograft model using HCT116 cells. HCT116 cells were injected in the flanks of nude mice to establish tumors and after two weeks of tumor engraftment, mice were treated with the MDM2 inhibitor milademetan, nelfinavir, or both drugs in combination (Supplementary Fig. 7a, b). Tumors continued to grow in the vehicle-treated mice as well as in those treated with each drug individually. However, the combinatorial treatment had a significant effect on tumor growth (Fig. 5d, e). Kaplan–Meier analysis revealed that all animals treated with vehicle or single treatments had to be sacrificed at the humane endpoint (tumor size >1000 mm^3^), whereas all mice receiving the combinatorial treatment survived up to 4 weeks of treatment (Fig. 5f). Notably, despite its strong anti-tumoral activity, the combinatorial treatment did not significantly impact animal body weight (Supplementary Fig. 7c). Q-RT-PCR analysis confirmed that the combinatorial treatment led to stronger induction of p53 target genes, including *ATF3*, in tumors (Fig. 5g and Supplementary Fig. 7d). Histology analysis of the tumors confirmed that the combinatorial treatment had a more significant effect on cell proliferation than each drug alone (Fig. 5h, i).

**Fig. 5:**
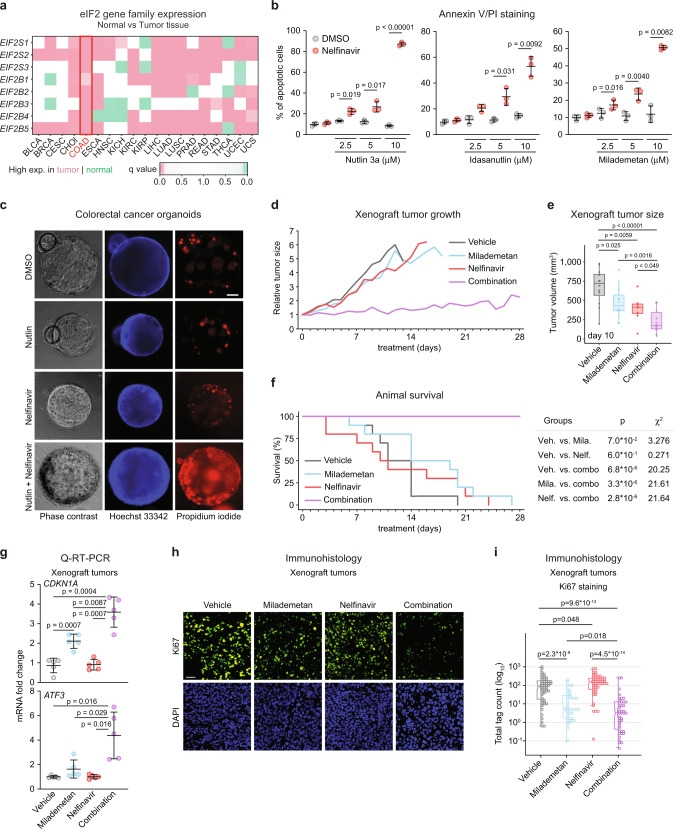
Reduced tumor growth and extended survival by combined inhibition of MDM2 and eIF2α. **a** Normalized mRNA expression of eIF2 complex subunits in normal and tumor samples obtained from TCGA and GTEx databases. Statistical significance was calculated using Wilcoxon signed-rank test. BLCA: bladder urothelial carcinoma (*n* normal = 28, *n* tumor = 362 independent samples), BRCA: breast invasive carcinoma (*n* normal = 199, *n* tumor = 982 independent samples), CESC: cervical squamous cell carcinoma and endocervical adenocarcinoma (*n* normal = 9, *n* tumor = 31 independent samples), COAD: colon adenocarcinoma (*n* normal = 380, *n* tumor = 285 independent samples), ESCA: esophageal carcinoma (*n* normal = 278, *n* tumor = 183 independent samples), HNSC: head and neck squamous cell carcinoma (*n* normal = 42, *n* tumor = 460 independent samples), KICH: kidney chromophobe carcinoma (*n* normal = 57, *n* tumor = 60 independent samples), KIRC: kidney renal clear cell carcinoma (*n* normal = 104, *n* tumor = 475 independent samples), KIRP: kidney renal papillary cell carcinoma (*n* normal = 61, *n* tumor = 236 independent samples), LIHC: liver hepatocellular carcinoma (*n* normal = 163, *n* tumor = 295 independent samples), LUAD: lung adenocarcinoma (*n* normal = 372, *n* tumor = 503 independent samples), LUSC: lung squamous cell carcinoma (*n* normal = 364, *n* tumor = 489 independent samples), PRAD: prostate adenocarcinoma (*n* normal = 154, *n* tumor = 426 independent samples), READ: rectum adenocarcinoma (*n* normal = 349, *n* tumor = 87 independent samples), STAD: stomach adenocarcinoma (*n* normal = 225, *n* tumor = 380 independent samples), THCA: thyroid carcinoma (*n* normal = 371, *n* tumor = 441 independent samples), UCEC: uterine corpus endometrial carcinoma (*n* normal = 105, *n* tumor = 141 independent samples), UCS: uterine carcinosarcoma (*n* normal = 82, *n* tumor = 47 independent samples). **b** HCT116 cells were treated with 20 μM nelfinavir and indicated MDM2 inhibitors for 48 h, stained with Annexin V-FITC/PI and analyzed by flow cytometry. Data are represented as mean ± SD. Statistically significant differences (*n* = 3 independent experiments) were calculated by paired, two-sided *t* test. **c** PDX-derived line CRC172 colorectal cancer organoids were treated for 48 h with vehicle (0.2% DMSO), 10 μM nutlin-3a, 20 μM nelfinavir, and drug combination. Organoids were live-stained with propidium iodide and Hoechst 33342. Scale bar is 50 μm long. **d** Therapeutic effects of milademetan (200 mg/kg), nelfinavir (200 mg/ml), and drug combination administered by oral gavage once daily 5 days/week in nude mice bearing HCT116 xenograft tumors. Average initial tumor size was 183 ± 127 mm^3^ (see Supplementary Fig. 5b). Ten animals per treatment group were used in the study and datapoints with *n* ≧ 3 were plotted. Relative tumor sizes represent average volumes of both tumors in the animal. **e** Comparison of tumor volumes measured at day 10 following the indicated treatments. Tumors from each flank are plotted as individual values. Statistically significant differences (*n* vehicle = 12, *n* milademetan = 14, *n* nelfinavir = 8, *n* combination = 14) were calculated by unpaired, two-sided *t* test. **f** Animal survival of nude mice carrying HCT116 xenograft tumors. Animals were sacrificed at the humane endpoint when tumor volume exceeded 1000 mm^3^. Statistical significance was calculated by log-rank test. **g** Q-RT-PCR of *CDKN1A* and *ATF3* mRNAs in RNA extracted from tumors. Data are represented as mean ± SD. Unpaired, two-sided *t* test was used to calculate the indicated *p* value (*n* = 5 tumor samples from 5 individual animals per group). **h**, **i** Formalin-fixed xenograft tumors were stained with DAPI and Ki67 antibody. Nuclei were identified and scored using InForm software. Scale bar in **h** is 50 μm long. Statistical significance in **i** was calculated using Wilcoxon signed-rank test (*n* = 55 fluorescence values in 55 randomly subsampled cells from >19,900 per group. Histology samples were obtained from 3 animals per group). Box plots center lines in **e**, **i** represent median values, box boundaries outline the 25th and 75th percentile. Whiskers depict the smallest or largest values within 1.5 times of the interquartile range. See also Supplementary Fig. 7. Source data are provided as a Source data file.

Altogether, these results demonstrate a pharmacological strategy to enhance the anti-tumoral activity of p53 upon MDM2 inhibition.

## Discussion

Despite many efforts to develop targeted drugs that could restore p53 function, either through reactivation of mutant p53 or inhibition of p53 repressors^18^, p53-based therapies remain an unfulfilled promise in modern cancer treatment. Most cancer cell types expressing wild type p53 undergo reversible cell cycle arrest upon non-genotoxic p53 activation, with a p53-dependent apoptotic response being observed only in a small fraction of the cellular population or in a handful of very sensitive cell lines, which clearly limits the therapeutic potential of these agents. Moreover, similarly to other targeted cancer therapeutics, prolonged use of MDM2 inhibitors leads to development of resistance, mostly through selection of mutant p53 cell clones^2,21–24^. Therefore, it is important to identify mechanisms restraining the anti-tumoral effects of p53 during pharmacological reactivation in the clinic. One promising avenue is the identification of druggable targets within pathway(s) shielding cells from p53-driven apoptosis, which could in turn enable the design of efficient combinatorial cancer therapies.

Within this context, the observation that dual inhibition of mechanistically distinct p53 repressors switches the cellular response to p53 activation from cell cycle arrest to apoptosis merits further investigation. On their own, MDM2 inhibitors (e.g., nutlin, idasanutlin, siremadlin/HDM201, milademetan) and the PPM1D inhibitor GSK2830371 show limited effects on cell viability, but dual inhibition of the p53 repressors provokes an apoptotic response in cancer cell types of diverse origin^29,31,32,69^. However, further development of this promising treatment strategy has been hampered by modest insight into the underlying mechanism. As p53-mediated transactivation is instrumental to the onset of apoptosis triggered by combinatorial MDM2/PPM1D inhibition^31,33,70^, we embarked on a genome-wide investigation of changes in the p53 transcriptional program upon single versus dual inhibition of MDM2 and PPM1D. Interestingly, dual inhibition of the p53 repressors led to a clear amplification of the p53 transcriptional program, both in numbers of genes significantly upregulated and the magnitude of changes observed. Notably, in experimental systems using low doses of MDM2 inhibitors or DNA-damaging drugs resulting in only partial disruption of the MDM2-p53 interaction, dual use of MDM2 and PPM1D inhibitors led to increased total p53 levels^29,31,69^. However, in our experimental paradigm we observed increased transcriptional output even though p53 levels were similar upon single or dual inhibition of its repressors, which prompted us to investigate the mechanism by which PPM1D inhibition would boost the p53 transcriptional program, leading to identification of the AP-1 transcription factor family member ATF4 as the key mediator of these effects.

A functional interplay between p53 and AP-1 family members has been documented in diverse settings^71^. Notably, the AP-1 family member *ATF3* is a direct target gene of both p53^45,46^ and ATF4^47^. Moreover, ATF3 and ATF4 share their binding partners within the AP-1 family, sequence specificity, as well as a role of transcriptional co-factors of p53^72–75^. Given the high occurrence of AP-1 sites across the genome, including at most open chromatin sites, AP-1 family members converge promiscuously on enhancers to potentiate transcription^43,74^. Because both ATF3 and ATF4 were induced by the combination of MDM2/PPM1D inhibitors and were similarly required for the apoptotic response, we focused on elucidating the mechanism of activation of ATF4, which acts upstream of ATF3. Our results indicate that ATF4 induction is associated with inhibitory phosphorylation of the eIF2α subunit of the eIF2 translation initiation factor, a well-established mechanism of ATF4 protein upregulation by selective translation from uORFs^53^.

Inhibitory phosphorylation of eIF2α at serine 51 by diverse upstream kinases integrates the cellular response to a broad suite of stress stimuli to promote cell survival^76,77^. Notably, previous work reported upregulation of the eIF2α kinase PKR (encoded by *EIF2AK2*) at the mRNA level downstream of p53 activation, leading to eIF2α phosphorylation and ATF4 induction^78^. However, our analysis of dozens of -omics datasets found neither p53 binding sites at the *EIF2AK2* locus or transactivation of the gene upon p53 activation in multiple cell types examined^2^. Moreover, the *EIF2AK2* gene is not commonly upregulated by p53-activating stimuli^3^. In contrast, our results document a role for HRI in eIF2α phosphorylation and ATF4 induction in our experimental paradigm. The observed induction of HRI was accompanied by increased HMOX1 expression and decreased heme levels, along with increased cellular concentration of Fe^2+^, which in turn could potentially trigger ferroptosis^79–81^. However, ferroptosis is an unlikely cause of cell death in our experiments, as the observed activation of caspase 3 in cells exposed to the combinatorial treatment is clearly indicative of apoptosis^29,69^, and an exclusionary criteria for ferroptosis^80^. Notably, elevated intracellular concentration of Fe^2+^ ions increases multiple types of cell death, including apoptosis via elevated ROS production through the Fenton reaction^82^. Since pre-treatment with NAC failed to protect cells from the ROS increase seen in our experiments as previously reported for Fe^2+^-induced oxidative stress^62^, Fe^2+^ buildup as an outcome of heme degradation is the most likely cause of increased ROS levels in our system. Consistently, elevated ROS production has been described as mechanism that can convert the cellular response to p53 activation from cell cycle arrest to apoptosis^83–85^. Future studies would be needed to elucidate the mechanism leading to HMOX1 upregulation during combinatorial inhibition of p53 repressors, and ATF4 itself may be involved through a positive feedback loop, as ATF4 has been shown to transactivate HMOX in some settings^86^.

Importantly, these results illuminate combinatorial pharmacological strategies to enhance p53-dependent tumor suppression via induction of the ISR with FDA-approved drugs such as nelfinavir and sal003. Nelfinavir, which inhibits HIV1 and HIV2 proteases, was approved for HIV treatment in 1997 as a safe and orally available drug^87^. However, it was later discovered that nelfinavir also represses the PP1 cofactor CReP to trigger a robust ISR without activation of eIF2α kinases^64^. Sal003 increases eIF2α phosphorylation status via repression of the regulatory subunit PPP1R15A (GADD34) of the PP1 complex^65^. Sal003 is a more potent and soluble derivative of Salubrinal^88^, a molecule that was shown to block eIF2α dephosphorylation mediated by the herpes simples virus and inhibit viral replication^65^. In cancer cells, the translational machinery makes up a large fraction of the cellular proteome^89^, and it is strongly upregulated to fuel tumor growth^41,89,90^, which provides the rationale for targeting translation initiation in cancer treatment. In fact, nelfinavir has shown tumor suppressive effects^87,91,92^ and is being tested in numerous clinical trials. In combination with radiation and chemotherapy, nelfinavir showed promising results for treatment of pancreatic cancer^93^, multiple myeloma, non-small cell lung cancer, colorectal cancer, and glioblastoma multiforme^94^. To our knowledge, targeted inhibition of eIF2α in combination with MDM2 inhibition has not been tested, and our preclinical test of the synergistic effects of milademetan and nelfinavir warrants further investigation. In support of this notion, previous work suggested that apoptosis following treatment with p53-reactivating drugs requires activation of the ISR^95,96^.

In sum, our results illuminate a mechanism by which the PPM1D phosphatase coordinately opposes two major stress signaling pathways, the p53 network and the IRS, to promote the survival of cancer cells, with clear implications for the development of p53 reactivation strategies in the clinic.

## Methods

### Cell culture

TPC1, K1 (a derivative of GLAG-66), HCT116, MCF7, SJSA, and HEK293FT cells were cultivated in RPMI (TPC1, SJSA), DMEM (K1, MCF7, HEK293FT), and McCoy’s (HCT116) media (Gibco, Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (Peak Serum) and 1% antibiotic-antimycotic mixture (Gibco). Cells were plated a day before the treatment and maintained in a humidified atmosphere with 5% of CO_2_ at 37 °C. Both TPC1 and K1 lines were gifts from Dr. Rebecca Schweppe, University of Colorado Anschutz Medical Campus (CU-AMC). Cell line identity has been verified by short tandem repeats profiling at the Cell Technologies Shared Resource, CU-AMC. Colorectal cancer organoid cultures (CRC172) were obtained from the Enteroid Stem Cell Core facility at CU-AMC.

Cell lines depleted of RNAi targets were prepared from the parental lines using lentiviral transduction. Briefly, HEK293FT cells were transfected with a mixture of shRNAs vectors (pLKO.1-puro/pLKO.5-puro, obtained from the Functional Genomics Facility at the CU-AMC) and packaging vector mix (pΔ8.9 and pCMV‐VSV‐G). Live lentiviral particles released into the cultivation media were sterile-filtered and combined with destination cell line cultures. After 48 h of puromycin selection at 10 μg/ml, surviving cells were expanded for experimental needs while any prolonged cultivation was avoided.

### Xenograft tumor model

Athymic nude mice (NU/NU) weighting 20–30 g and being 8–12 weeks of age (Charles River Labs) were housed in cages under standard conditions (22 °C, 50% relative humidity, 12-h light/dark cycles) and provided with food and water ad libitum. Next, 10^6^ exponentially growing HCT116 cells resuspended in 100 μl Matrigel/PBS (5 mg/ml final) were injected subcutaneously into both flanks. Tumors grew for 10–14 days before treatment initiation. Experimental animals were given 200 mg/kg nelfinavir and/or 200 mg/kg milademetan (Rain Therapeutics) by oral gavage once daily, 5 days a week. Tested compounds were prepared in a mixture of 2% Klucel (hydroxypropyl cellulose), 0.5% Tween 80, and 35% ethanol. Tumor volumes (v) were estimated daily, 5 days a week using caliper measurements and formula *v* = (*l* × *w*^2^)/2, where *l* represents the greatest length of the tumor and *w* is tumor width in the perpendicular axis. Average volumes of the right and left flank tumors were used for plotting and calculations. Equal ratios of male and female mice were used in treatment groups (5 males and 5 females). All in vivo experiments were approved by the Institutional Animal Care and Use Committee at the CU-AMC (IACUC protocol 00432).

### Western blot

Protein samples were prepared with cells washed twice with PBS and lysed in modified Laemmli buffer^97^ (1% w/v SDS, 10% w/v glycerol, 100 mM Tris pH 7.2, protease (cOmplete Mini, Roche) and phosphatase inhibitors (PhosSTOP, Roche). Following a brief sonication (2.5 W, 5 s) and heat denaturation (90 °C, 5 min), total protein concentration in whole-cell lysates was measured by a BCA Protein Assay Kit (Pierce, Thermo Fisher Scientific). Twenty micrograms of protein per sample was resolved by SDS-PAGE and transferred onto a 0.45 μm PVDF membrane (0.2 μm for ATF3 detection). Membranes were incubated in blocking buffer (5% fat-free milk in wash buffer—20 mM Tris pH 7.6, 150 mM NaCl, 0.2% Tween 20) for an hour at RT and o/n at 4 °C with the primary antibody diluted in a fresh blocking buffer. Next day membranes were washed three times for 10 min in the wash buffer, incubated with HRP-conjugated secondary antibody (see Supplementary Data 3 for antibody information) for an hour at room temperature (RT), and washed again three times in the wash buffer. SuperSignal West Pico Plus Chemiluminescence Substrate (Pierce) was used for detection and digital images were acquired using an ImageQuant LAS 4000 (GE Healthcare Life Sciences). All uncropped blots are provided in the Source Data files.

### Flow cytometry

The fraction of apoptotic cells was determined by Annexin V-FITC/PI assay. Briefly, cells harvested by trypsinization were resuspended in Annexin-V binding buffer (10 mM HEPES pH 7.4, 140 mM NaCl, 2.5 mM CaCl_2_). Approximately 2 × 10^5^ cells were labeled with Annexin-V-FITC (Invitrogen) and PI (10 μg/ml, Millipore-Sigma) for 15 min in the dark before flow cytometric analysis (Accuri C6, Becton Dickinson). Acquired data were analyzed using Accuri C6 software (version 1.0.264.21) and visualized with FlowJo (version 10.4.2).

To analyze mitochondrial membrane potential (ΔΨm) cells were trypsinized and resuspended in cultivation media. An aliquot of approximately 5 × 10^5^ cells per sample was mixed with Tetramethylrhodamine, Ethyl Ester, Perchlorate (TMRE, Thermo Fisher, 100 nM final concentration) solution, incubated for 10 min in the dark, and analyzed by flow cytometer. Reactive oxygen species levels were measured using 6-chloromethyl-2’,7’-dichlorodihydrofluorescein diacetate, acetyl ester (CM-H_2_DCFDA). Briefly, trypsinized cells were resuspended in the cultivation media, combined with CM-H_2_DCFDA solution (10 μM final concentration), and incubated for 15 min in the dark. At least 10^4^ particles per sample were analyzed for fluorescence intensity in the FL1 channel (533/30 nm). Proteasomal activity was analyzed with Me4BodipyFL-Ahx3Leu3VS fluorescent probe (abbreviated as Me4BodipyFL). After the treatment period, cultivation media in both TPC1 and HCT116 cells was replaced with pre-warmed 0.5 μM of Me4BodipyFL in PBS for 1 h. Next, cells were harvested by trypsinization, and fluorescence was measured by flow cytometry. Intracellular levels of Fe^2+^ ions were measured with FerroOrange probe (Dojindo). Briefly, trypsinized cells were resuspended in HBSS buffer, pelleted, resuspended in serum-free DMEM media, and stained with 1 μM FerroOrange dye for 15 min at 37 °C. Gating strategy is shown in Supplementary Fig. 8.

### Q-RT-PCR

After indicated treatments, cells were washed with PBS, total RNA was extracted using Trizol substitute (38% Phenol, saturated, pH 4.3, 0.8 M guanidine thiocyanate, 0.4 M ammonium thiocyanate, 0.1 M sodium acetate, pH 5.0, 5% glycerol), and converted to cDNA with High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher). Next, diluted cDNA was used in quantitative PCR reaction using SYBR Select Master Mix for CFX (Thermo Fisher). Detected mRNA levels were normalized to 18s rRNA values. All primers are listed in Supplementary Data 3.

### RNA-seq library preparation, sequencing, and data analysis

TPC1 and K1 cells were plated at 2 × 10^4^/cm^2^ and treated for 24 h as indicated. Following the treatment period, cells were washed with ice-cold PBS and lysed in TRI Reagent (Millipore Sigma). Quality of the extracted RNA was assessed by Agilent Bioanalyzer 2100 using RNA 6000 Pico chips (Agilent). Single-end 150 bp sequencing of the poly-A(+)-enriched RNA was carried out on the Illumina HiSeq 4000 platform by the Genomics Core facility at the University of Colorado Anschutz.

Quality of the sequencing data was analyzed using FASTQC (version 0.11.2, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and presence of common sequencing contaminants was assessed by FastQ Screen (v0.4.4) (https://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/). Bases with low quality (Q < 10) were 3’ end trimmed and reads shorter than 30 nt were discarded using the Fastx toolkit (v0.0.13.2). Reads were aligned to a GRCh37/hg19 Human reference using TopHat2 (v2.0.13, --b2-sensitive --keep-fasta-order --no-coverage-search --max-multihits 10 --library-type fr-firststrand)^98^ with the UCSC hg19 GTF annotation file provided in the iGenomes UCSC hg19 bundle (https://support.illumina.com/sequencing/sequencing_software/igenome.html). Aligned reads with MAPQ < 10 quality were removed using SAMtools (v0.1.19). Alignments were then sorted by coordinates, and duplicates were identified using Picard (v1.129). Quality assessment of final mapped reads was conducted using RSeQC (v2.6)^99^. Gene-level counts were obtained using HTSeq (v0.6.1)^100^ with the following options (--stranded=reverse –minaqual=10 –type=exon –idattr=gene_id --mode=intersection-nonempty) using the iGenomes UCSC hg19 GTF annotation file. Differential gene expression was evaluated using DESeq2 (version 1.6.3)^101^ in R (version 3.1.0), using *q* < 0.05 (FDR < 5%) and fold-change >1.5 (Up) or <1/1.5 (Down) as cutoffs for differentially expressed genes. Genome browser snapshots were generated from bedGraph or tgv files using IGV genome viewer (v2.8.10)^102^.

### Chromatin immunoprecipitation, ChIP-seq library preparation, sequencing, and data analysis

Sub-confluent cultures of TPC1 and K1 cells were treated for 24 h with indicated compounds. After the treatment period, cultivation media was replaced with crosslinking solution (1% formaldehyde in PBS) and plates were incubated for 15 min at RT. Next, formaldehyde was quenched with glycine (0.125 mM final) for 5 min and cells were washed twice with ice-cold PBS. Crosslinked cells were lysed in RIPA buffer (150 mM NaCl, 50 mM Tris pH 8.5 mM EDTA, 1% IGEPAL 630 (NP-40 substituent), 0.5% sodium deoxycholate, 0.1% SDS and protease/phosphatase inhibitors) and sonicated to generate 200-300 bp fragments of DNA (Qsonica Q800R, 70% amplitude, 30 sec on/30 sec off cycle, 20 cycles for TPC1 lysates and 25 cycles for K1 lysates). Next, samples were centrifugated at 20,000 × *g* for 20 min at 4°C, protein concentration in collected supernatants was measured using a BCA Protein Assay Kit and all samples were diluted to final protein concentration of 1 mg/ml. Lysates were pre-cleared with 15 μl of Dynabeads M-280 (sheep anti-mouse IgG, Thermo Fisher Scientific) and immunoprecipitated overnight either with 5 μl of anti-p53 antibody (DO-1, EMD Millipore), or 5 μl of anti-ATF4 antibody (sc-390063X, Santa Cruz Biotechnology), or 50 μl of normal IgG (sc-2025, Santa Cruz Biotechnology) using 30 μl of Dynabeads per reaction. In total, 4 (TPC1) or 5 (K1) lysate aliquots per sample were used in immunoprecipitation reactions for ChIP-seq sample preparation. Next day beads were washed (5 min each washing step) twice with RIPA, four times with IP wash buffer (500 mM LiCl, 100 mM Tris pH 8.5, 1% IGEPAL, 1% sodium deoxycholate), again twice with RIPA and twice briefly with TE (10 mM Tris pH 8, 1 mM EDTA). Washed beads were resuspended in 100 μl of TE and 200 μl of elution buffer (70 mM Tris pH 8, 1 mM EDTA and 1.5% SDS) and incubated at 65 °C for 10 min. After adding NaCl to final concentration of 200 mM, eluted immunocomplexes were incubated at 65 °C for 5 h to reverse formaldehyde crosslinks. Remaining protein was digested by proteinase K (20 μg/sample, 45 °C for 30 min). DNA was recovered by one phenol/chloroform and one chloroform extraction followed by ethanol precipitation and resuspension in 50 μl of TE. Input DNA was extracted from reverse cross-linked lysates using the same extraction protocol as for sample DNA.

ATF4 ChIP samples were analyzed by Q-PCR with primers listed in Supplementary Data 3 designed based on ATF4 occupancy in K562 cell line (ENCODE dataset ENCSR044UJJ).

Precipitated DNA fragments for the p53 ChIP-seq analysis were size-selected (80-600 bp) using agarose gel electrophoresis (2% gel, BluePippin) and barcoded with the NEBNext Ultra II DNA sequencing library preparation kit, according to the manufacturer’s instructions (New England Biolabs). Next, libraries were size-selected (200–600 bp, BluePippin) and analyzed on Bioanalyzer High Sensitivity DNA chips (Agilent) to confirm 200–400 bp fragment size range. Single-end 150 bp sequencing of pooled barcoded libraries was carried out on the Illumina HiSeq 4000 platform by the Genomics Core facility at the University of Colorado Anschutz.

ChIP-seq data quality was assessed using FASTQC (v0.11.5) and FastQ Screen (v0.11.0). Trimming and filtering of low-quality reads was performed using FASTQ-MCF from EAUtils (v1.05). Alignment to the human reference genome (GRCh37/hg19) was carried out using Bowtie2 (v2.2.9)^103^ in sensitive end-to-end mode with a GRCh37/hg19 index, and alignments were sorted and filtered for mapping quality (MAPQ > 10) using Samtools (v1.5)^104^. Alignments were then coordinate sorted, and duplicates were marked using Picard (v2.9.4). Quality assessment of final mapped reads was conducted using RSeQC (v2.6.4)^99^. BigWig files for visualization of p53 occupancy were generated with deepTools^105^ (version 2.2.2, settings --binSize=1 –extendReads FRAGMENT_LENGTH --minMappingQuality 10 –normalizeUsingRPKM). Read density was displayed at 1 bp resolution as reads per million of mapped reads per 1 kb (RPM/kb).

### Recombinant ATF4 expression

Total RNA was extracted from TPC1 cell line by Trizol substitute, treated with RQ1 DNaseI (Promega, Fisher Scientific), and used as a template in reverse transcription reaction (SuperScript IV, Invitrogen, Thermo Fisher). Next, ATF4 cDNA was amplified by PCR (Phusion High Fidelity DNA polymerase, Fisher Scientific, see Supplementary Data 3 for primer sequences) and cloned into the pJET1.2 blunt end cloning vector. SalI and NotI restriction sites were used for transferring the insert to pENTR4 and pLenti CMV Tet-on vector.

### MTT assays

Metabolic activity assay based on converting tetrazolium salt to formazan^106^ was carried out in 96 well plates. Cells plated at density 2 × 10^4^/cm^2^ were cultivated o/n and exposed to tested inhibitors for 72 h in triplicates. Solution of 2.5 mg/ml MTT (3-(4,5-dimethylthiazol-2-yl)−2,5-diphenyltetrazolium Bromide) was prepared in PBS and added to cultivation media at final concentration 0.25 mg/ml. After 1 hour incubation at 37 °C was the mixture replaced with 100 μl of lysis buffer. Next, plates were placed on an orbital shaker. Following a complete dissolution of formazan crystals absorbance was measured at 570 nm. Absorbance values from using MTT assays were analyzed with SynergyFinder software^107^. The degree of synergy was calculated using highest single agent (HSA) reference model. Synergy scores of specific concentrations (δ-score) was plotted to show synergy distribution. The higher the synergy score, the stronger the synergy at those concentrations.

### Polysome profiling

TPC1 and HCT116 were plated at 6 × 10^4^/cm^2^ on 143 cm^2^ dishes, cultivated o/n, and treated as indicated in the various figure legends. Ten minutes before the harvest cultivation media was supplemented with cycloheximide (CHX) at final concentration of 100 μg/ml. Next, cells were washed twice with ice-cold PBS with 100 μg/ml CHX and lysed in polysome preparation lysis buffer (20 mM HEPES pH 7.4, 15 mM MgCl_2_, 200 mM NaCl, 1% Triton X-100, 100 μg/ml CHX, 2 mM DTT, and 100 U SuperaseIN). Lysates were cleared of debris by centrifugation at 20,000 × *g*, 4 °C for 10 min. Total nucleic acid content in lysates was measured by absorbance at 260 nm and used for sample concentration normalization. Next, 500 μl of the lysate was loaded on 10–60% sucrose gradients in SW41 tubes in lysis buffer lacking Triton X-100. These gradients were prepared using a BioComp system and chilled to 4 °C before use. Samples were ultracentrifuged at 160,000 × *g* for 3 h and 10 min, at 4 °C, then samples were fractionated using a BioComp system, monitoring absorbance at 260 nm while collecting fractions of approximately 0.4 ml each.

### Regulatory heme analysis

Intracellular regulatory (free) heme was measured with established protocols^108^ as follows: after the treatment period, cells were washed twice with PBS, lysed in 0.1% Triton X-100 in PBS supplemented with protease inhibitors, scrapped, and transferred to Eppendorf tubes, briefly sonicated (2.5 W, 5 seconds), and centrifuged at 18,000 × *g*, 4 °C for 10 min. Next, 10 μl (TPC1, HCT116) or 30 μl (SJSA) of the lysate was combined with 100 μl of 5 μM apoHRP, 100 μl of 1.25 μM TMB, and 50 μl of 10 mM H_2_O_2_ in PBS. Following 5 min incubation absorbance was measured at 352 mm. Protein concentration in lysate aliquots were analyzed by BCA kit and resulting values were used to correct heme level readouts for differences in sample densities.

### Immunohistochemistry

Tumors fixed in 4% formaldehyde were transferred to 70% ethanol and embedded in paraffin at the Pathology Shared Resource–Research Histology, CU-AMC. Three tumors from each experimental group were sectioned, stained with DAPI and Ki67 primary antibody using Akoya Opal technology (Akoya Biosciences), and scanned at six representative regions with Vectra 3.0 (Akoya Biosciences) at the Human Immune Monitoring Shared Resource (CU-AMC). Next, InForm image analysis software (Akoya Biosciences) was used for automated identification of nuclei based on the DAPI signal. Ki67 nuclear fluorescence was outputted for all nuclei. Resulting libraries were downsampled based on power analysis calculation^109^ using the formula *n* = (*Zσ*/*E*)^2^ where n is the sample size required to ensure that the margin of error (*E*, 95%) does not exceed the value specified as 25% of the vehicle-treated nuclei signal, *Z* is the value from the table of probabilities of the standard normal distribution for the desired confidence level, and *σ* is the standard deviation of the outcome of interest. For antibody information see Supplementary Data 3.

### Statistics and reproducibility

Data are presented either as one-dimensional scatter plots showing mean ± standard deviation (SD) or standard box-and-whisker plots. Briefly, center horizontal line denotes median value, boxes above and below are outlined by the upper and lower data quartile, respectively. Notches represent confidence intervals around median values. Whiskers show data range from interquartile range to maximum and minimum values, excluding outliers. Data were graphed in R (version 3.1.0) using *ggplot2* library.

For comparison between two groups, datasets were analyzed by either two-tailed Student’s *t* test, hypergeometric test, Fisher’s exact test, Wilcoxon signed-rank test, or log-rank test as indicated. All measurements were taken from multiple independent biological replicates as indicated in each figure legend.

### Inclusion and ethics statement

We ensured sex balance in the selection of non-human subjects. One or more authors of this study self-identifies as a member of a minority underrepresented in science.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of additional Supplementary File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon request. RNA-seq and ChIP-seq data generated in this study have been deposited to the Gene Expression Omnibus (GEO) database and are available under the accession number GSE191150. This paper analyzed data from the Genotype-Expression Project (GTEx) [https://gtexportal.org/home/datasets], The Cancer Genome Atlas Project (TCGA) [https://www.cancer.gov/about-nci/organization/ccg/research/structural-genomics/tcga/using-tcga], as well as publicly available data for ATF4 chromatin binding ENCSR044UJJ and global run on-deep sequencing (GRO-seq) data and matching RNAseq data under conditions of p53 stimulation GSE86222. Microscopy images are shared at FigShare portal [https://figshare.com/articles/media/mouse_tumors_and_organoids/21545292]. Any additional information required to re-analyze data reported in this paper will be provided by the corresponding authors upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: PPM1D suppresses p53-dependent transactivation and cell death by inhibiting the Integrated Stress Response
**Source:** Nat Commun. 2022 Dec 1;13:7400. doi: 10.1038/s41467-022-35089-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures.

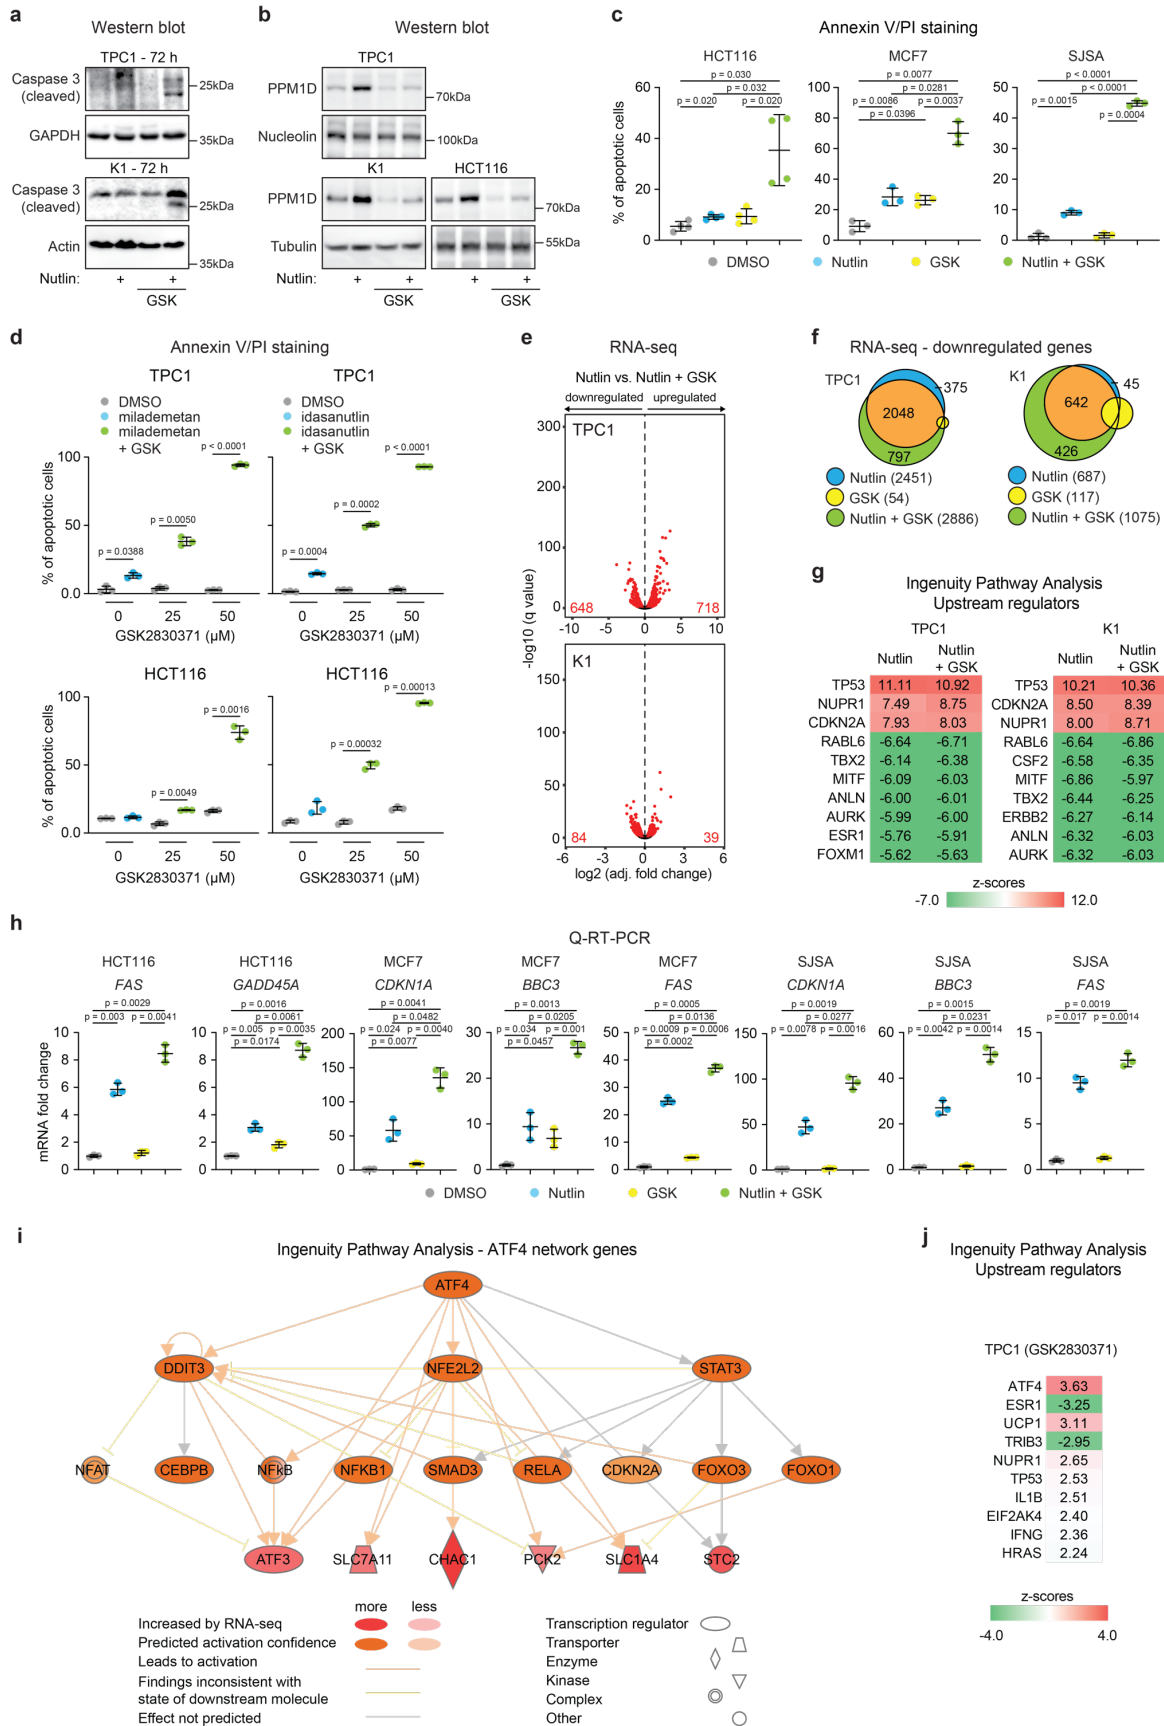

**Supplementary Fig. 1. Combined inhibition of MDM2 and PPM1D leads to increased expression of p53 target genes and apoptosis, related to Fig. 1.**

**a, b** Western blots of TPC1, K1, and HCT116 cells treated with vehicle (0.2% dimethyl sulfoxide, DMSO), 10  $\mu$ M nutlin-3a, 25  $\mu$ M GSK2830371 (GSK), or the drug combination for 24 hours. Results shown in **a** and **b** are representative of three independent experiments. **c** HCT116 (n = 4 independent experiments), MCF7 (n = 3 independent experiments), and SJSA (n = 3 independent experiments) cells were treated as in **b** for 72 hours. Harvested cells were stained with Annexin V-FITC/PI and analyzed by flow cytometry. Data are represented as mean  $\pm$  SD. Paired, two-sided t test was used to calculate the indicated p value, n = 3 independent experiments. **d** TPC1 and HCT116 cells were treated with indicated compounds for 48 hours. After the treatment cells were harvested by trypsinization, stained with Annexin V-FITC/PI, and analyzed by flow cytometry. Data are represented as mean  $\pm$  SD. Paired, two-sided t test was used to calculate the indicated p value, n = 3 independent experiments. **e** Volcano plots of differentially expressed genes identified by RNA-seq. Red data points and numbers indicate significantly up- and downregulated genes ( $q < 0.05$ , adjusted fold change  $> 1.5$ ) in cells treated with the drug combination when compared to nutlin alone. **f** Overlaps among indicated groups of downregulated genes. **g** Prediction of upstream regulators by Ingenuity Pathway Analysis in genes upregulated by nutlin and the drug combination ( $q < 0.05$ , adjusted fold change  $> 1.5$ ). **h** Q-RT-PCR analysis of p53 target genes in HCT116, MCF7, and SJSA cell lines treated for 24 hours with indicated compounds. Data are represented as mean  $\pm$  SD. Paired, two-sided t test was used to calculate the indicated p value, n = 3 independent experiments. **i** ATF4 network and regulatory links as depicted by Ingenuity Pathway Analysis. Positions of genes with FC  $> 5$  for Nutlin + GSK2830371 vs. Nutlin comparison in the network are shown. **j** Upstream regulators predicted by Ingenuity Pathway Analysis in genes upregulated by GSK2830371 only in TPC1 cells ( $q < 0.05$ , adjusted fold change  $> 1.5$ ). Source data are provided as a Source Data file.

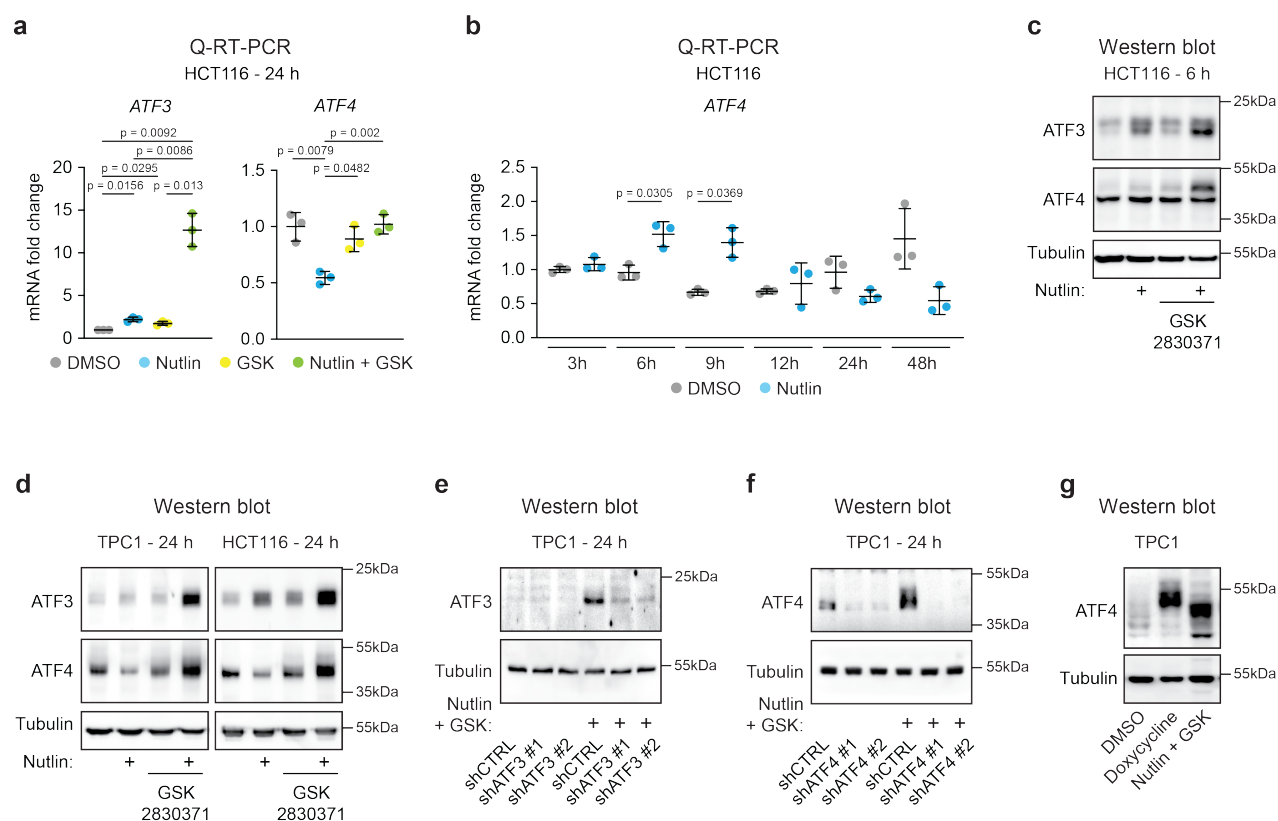

**Supplementary Fig. 2. ATF4 is induced by dual inhibition of MDM2 and PPM1D, related to Fig. 2.**

**a** Q-RT-PCR of *ATF3* and *ATF4* mRNA in HCT116 cells lines treated with vehicle (0.2% DMSO), 10  $\mu$ M nutlin-3a, 25  $\mu$ M GSK2830371 (GSK), or the drug combination for 24 hours (n = 3 independent experiments). **b** Q-RT-PCR analysis of *ATF4* mRNA in TPC1 cells treated with 10  $\mu$ M nutlin-3a for indicated time points (n = 3 independent experiments). **c-g** Western blots of cells exposed to indicated compounds for either 6 (**c**) or 24 hours (**d-g**). In **e-f**, cells were transduced with non-targeting control shRNAs (shCTRL), or shRNAs targeting *ATF3* or *ATF4*. In **g**, doxycycline was used at 10  $\mu$ g/ml for 24 hours to induce *ATF4* expression. Data in **a** and **b** are represented as mean  $\pm$  SD, n = 3 independent experiments. Paired, two-sided t test was used to calculate the indicated p values. Source data are provided as a Source Data file.

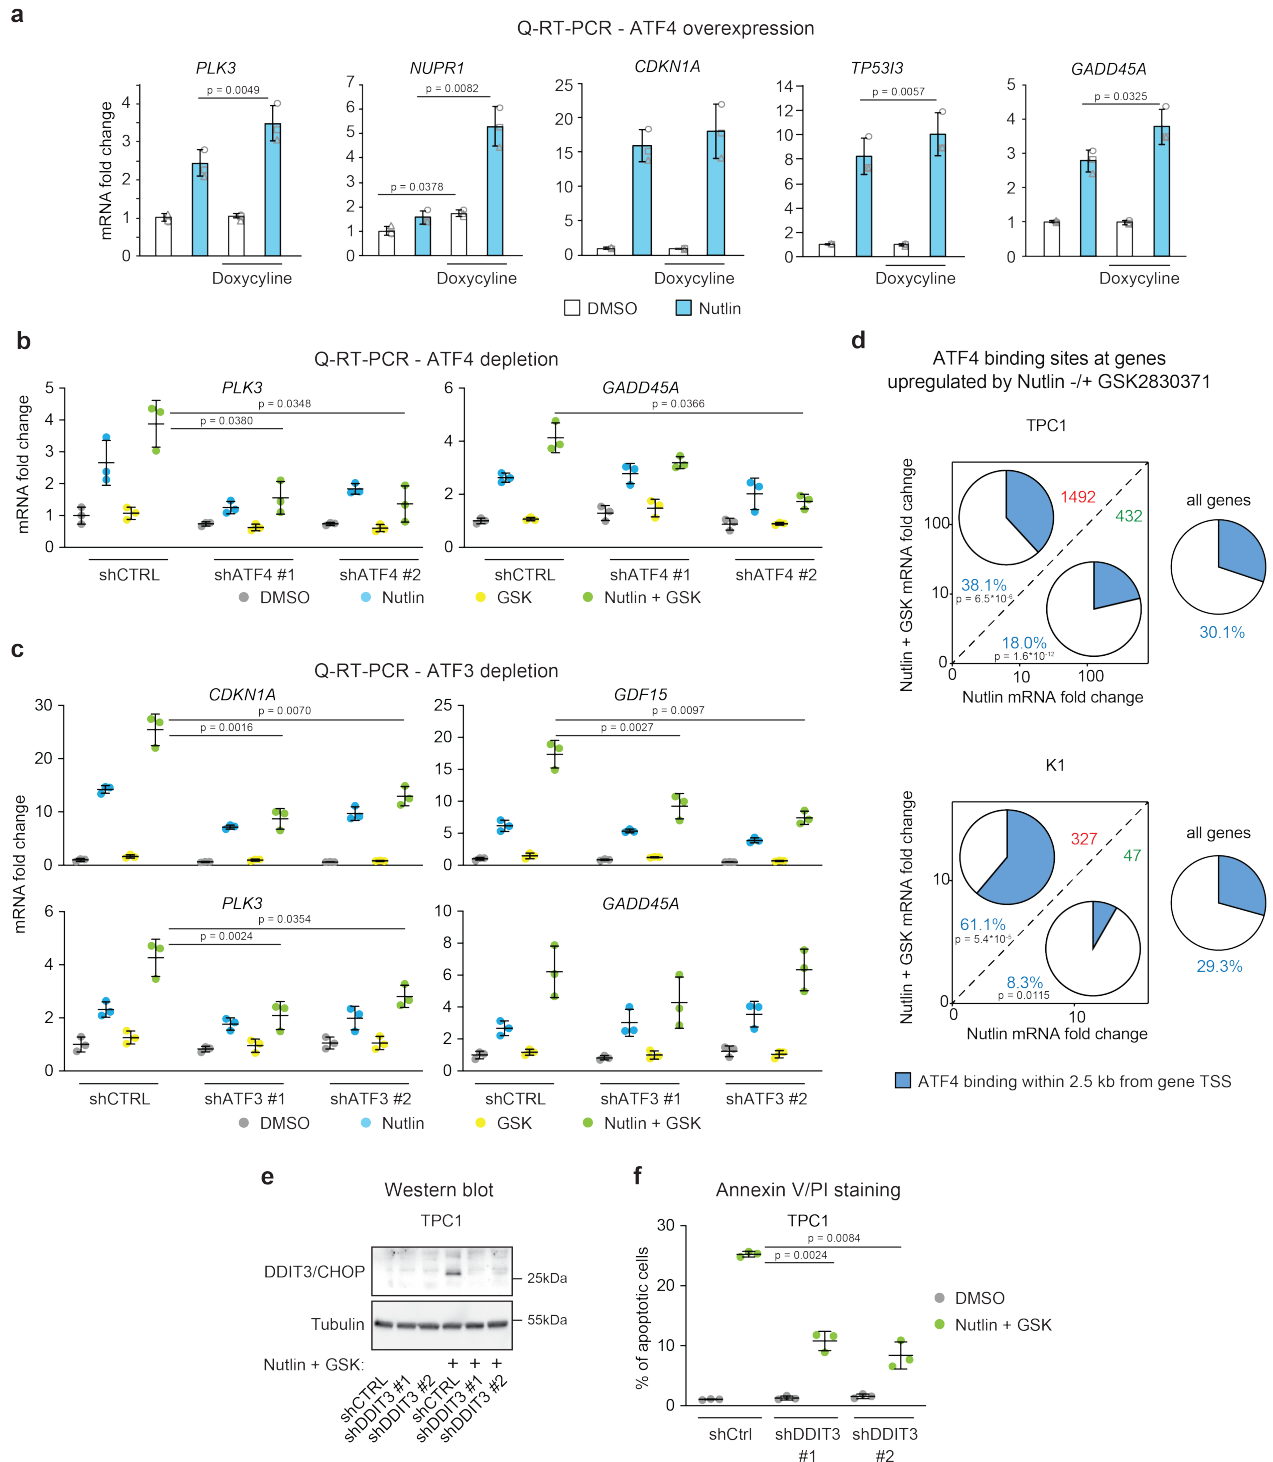

**Supplementary Fig. 3. ATF4 and ATF3 are required for increased induction of p53 target genes, related to Fig. 2. a-c** Q-RT-PCR analysis of p53 target genes in TPC1 cells expressing recombinant ATF4 from a Tet-on vector upon induction with 10  $\mu$ g/ml doxycycline for 24 hours (**a**), depleted of ATF4 (**b**), or depleted of ATF3 (**c**) (n = 3 independent experiments in **a**, **b**, and **c**). Paired, two-sided t test was

used to calculate the indicated p value. Data are represented as mean  $\pm$  SD. **d** Analysis of ATF4 binding sites frequency at transcription start sites (TSS) of genes detected by RNA-seq in TPC1 and K1 cell lines. ATF4 binding loci in cell line K562 were obtained from ENCODE ChIP-seq dataset ENCSR044UJJ. Indicated p values were calculated with hypergeometric test in binding frequency when compared to ATF4 ChIP-seq read accumulation across all detected genes in the respective cell line. The quadrant above the dashed line indicates genes over-induced upon combinatorial treatment with nutlin-3a and GSK283037 (GSK). **e** Western blot of cells transduced with non-targeting control shRNAs (shCTRL), or shRNAs targeting DDIT3/CHOP. **f** TPC1 cells were treated with vehicle (0.2% DMSO) or combination of 10  $\mu$ M nutlin-3a and 25  $\mu$ M GSK283037 for 72 hours. Harvested cells were stained with Annexin V-FITC/PI and analyzed by flow cytometry. Data are represented as mean  $\pm$  SD. Paired, two-sided t test was used to calculate the indicated p value, n = 3 independent experiments. Source data are provided as a Source Data file.

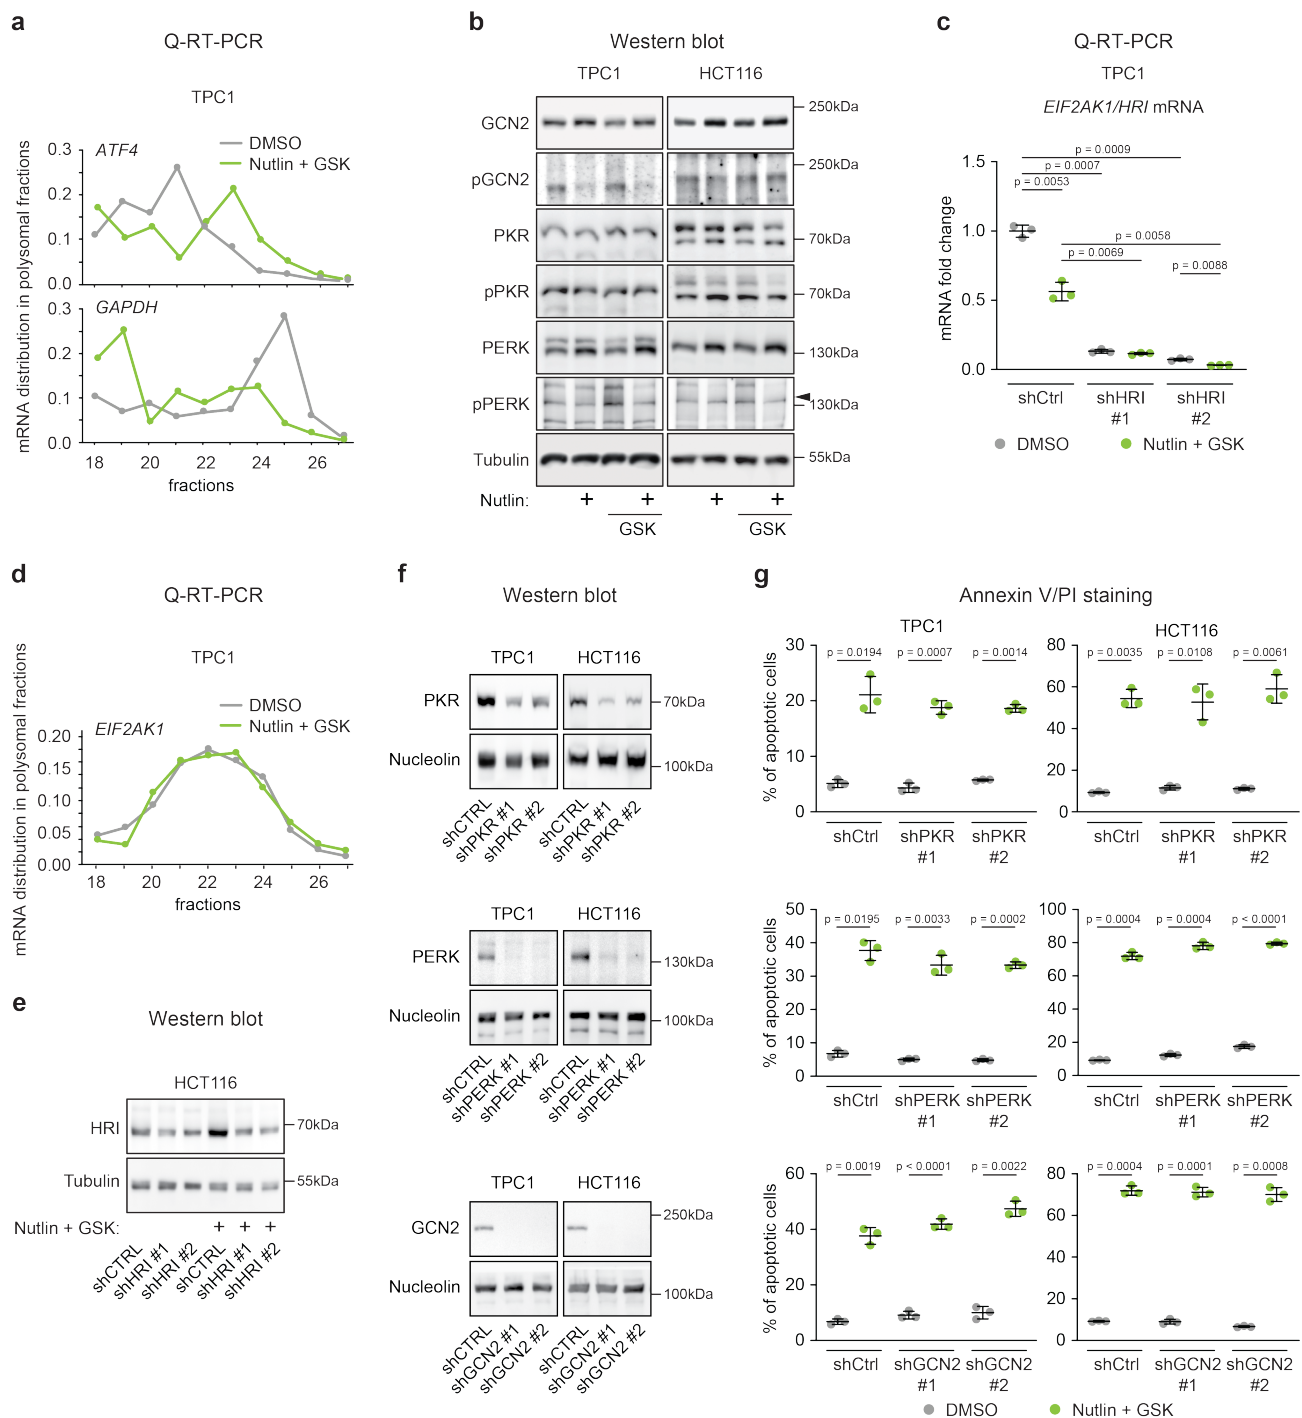

**Supplementary Fig. 4. Analysis of signaling upstream of eIF2 $\alpha$  phosphorylation, related to Fig. 3.**

**a** Q-RT-PCR of *ATF4* and *GAPDH* mRNAs in RNA samples isolated from polysome fractions presented in Fig. 3c. TPC1 cells were treated with vehicle (0.2% dimethyl sulfoxide, DMSO) or combination of 10  $\mu$ M nutlin-3a and 25  $\mu$ M GSK283037 (GSK) for 24 hours. mRNA distribution profiles show representative results of three independent experiments. **b** Western blots of TPC1 and HCT116 cells treated with vehicle

(0.2% DMSO), 10  $\mu$ M nutlin-3a, 25  $\mu$ M GSK2830371, or the drug combinations for 24 hours. **c** Q-RT-PCR of *EIF2AK1* (HRI) in TPC1 cells expressing shRNAs targeting *EIF2AK1* treated for 24 hours with tested compounds as indicated. Paired, two-sided t test was used to calculate the indicated p value., n = 3 independent experiments. **d** Q-RT-PCR of *EIF2AK1* mRNA in RNA samples isolated from polysome fractions as in **a**. *EIF2AK1* mRNA distribution profile shows a representative result of three independent experiments. **e** Western blots of HCT116 cells depleted of HRI and treated with indicated compounds for 24 hours. **f** Western blots of TPC1 and HCT116 cells depleted of PKR, PERK, and GCN2 kinases with two different shRNAs. **g** TPC1 and HCT116 cells expressing the indicated shRNAs were treated with vehicle (0.2% DMSO) or combination of 10  $\mu$ M nutlin-3a and 25  $\mu$ M GSK283037 for 72 hours. Harvested cells were stained with Annexin V-FITC/PI and analyzed by flow cytometry. Data in **c** and **g** are represented as mean  $\pm$  SD, n = 3 independent experiments. Paired, two-sided t test was used to calculate the indicated p value. Source data are provided as a Source Data file.

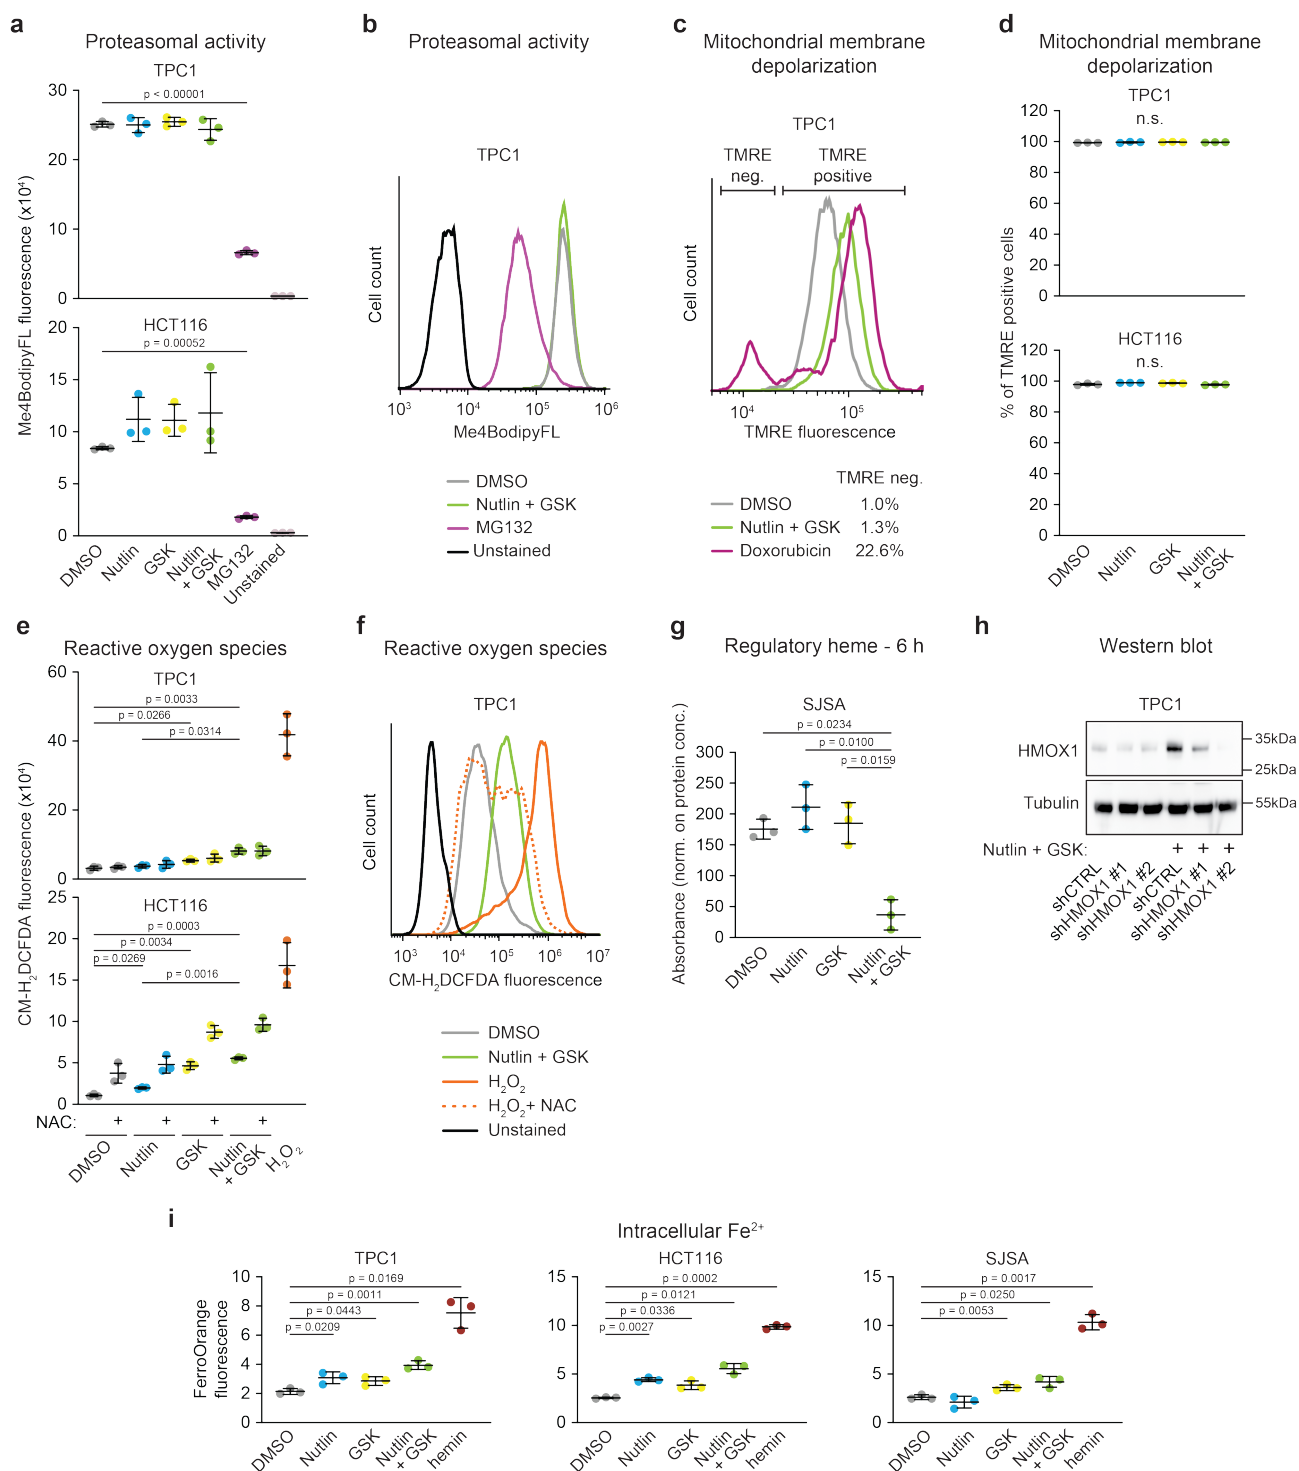

**Supplementary Fig. 5. Analysis of signaling upstream of eIF2 $\alpha$  phosphorylation, related to Fig. 3.**

**a, b** Flow cytometric analysis of TPC1 and HCT116 cells treated for 6 hours with vehicle (0.2% DMSO), 10  $\mu$ M nutlin-3a, 25  $\mu$ M GSK2830371 (GSK), or the drug combination and stained using Me4BodipyFL-Ahx3Leu3VS proteasome activity probe. 6-hour treatment with 1  $\mu$ M MG132 was used as a positive

control. **c, d** Mitochondrial membrane potential ( $\Delta\Psi_m$ ) analysis using the fluorescent probe TMRE and flow cytometry. TPC1 and HCT116 cells were treated with vehicle (0.2% DMSO), 10  $\mu$ M nutlin-3a, 25  $\mu$ M GSK2830371, or the drug combinations for 24 hours. 1  $\mu$ M doxorubicin (48 hours) was used as a positive control in **c** to document fluorescence of a cell population with depolarized mitochondrial membrane [tetramethylrhodamine, ethyl ester (TMRE) negative]. Fraction of TMRE positive cells (no mitochondria depolarization) was plotted in **d**. n.s. indicates no significant differences for any of the treatment relative to DMSO (paired, two-sided t test, n = 3 independent experiments). **e, f** Reactive oxygen species measurement by flow cytometry. Cells treated with indicated compounds for 6 hours were harvested and stained with the chloromethyl 2',7'-dichlorodihydrofluorescein diacetate (CM-H<sub>2</sub>DCFDA) probe. 2.5 mM N-acetylcysteine (NAC) was used with tested compounds where indicated. Hydrogen peroxide served as a positive control (10 mM, 30 minutes). **g** Cellular levels of free (regulatory) heme were measured in SJSA cells treated with denoted compounds for 6 hours. **h** Western blot. TPC1 cells depleted of HMOX1 were treated as in **a**. **i** Intracellular levels of Fe<sup>2+</sup> were measured by flow cytometry using fluorescent probe FerroOrange. Cells were treated as in **d** and 50  $\mu$ M hemin was used as a positive control. Paired, two-sided t test was used in **a, e, g, and i** to calculate the indicated p value. Data in **a, d, e, g, and i** are represented as mean  $\pm$  SD, n = 3 independent experiments. Source data are provided as a Source Data file.

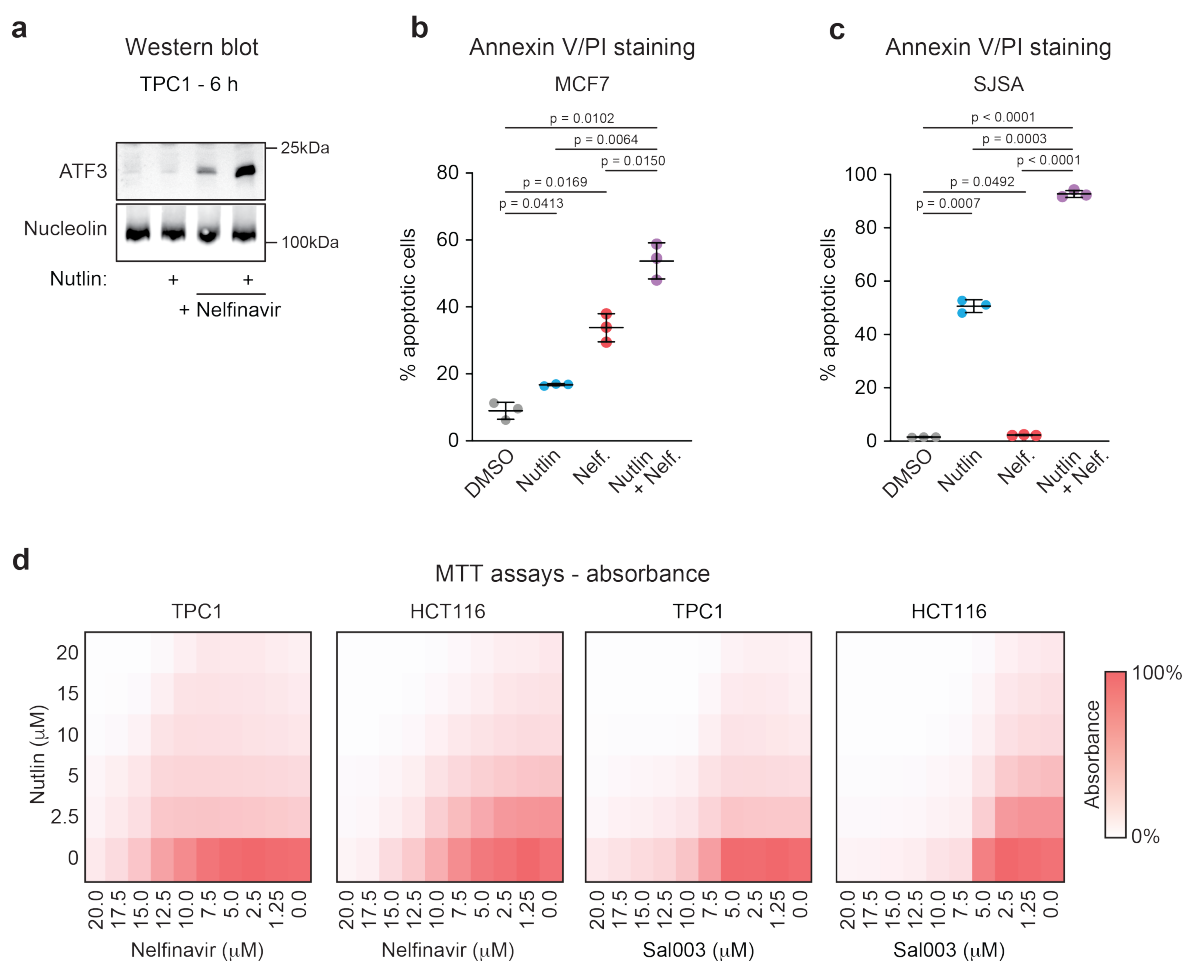

**Supplementary Fig. 6. Synergistic effects of nutlin-3a and pharmacological inhibitors of eIF2 $\alpha$ , related to Fig. 4.** **a** TPC1 cells were treated with vehicle (0.2% DMSO), 10  $\mu$ M nutlin-3a, 20  $\mu$ M nelfinavir, or the drug combination for 6 hours. **b, c** MCF7 and SJSA cells were treated with compounds and concentrations indicated in **(a)** for 48 hours. After the treatment period, cells were harvested, stained with Annexin V-FITC/PI, and analyzed by flow cytometry. Data are represented as mean  $\pm$  SD ( $n = 3$  independent experiments). Statistical significance was calculated by paired, two-sided t test. **d** Averages ( $n = 3$  independent experiments) of MTT test absorbances measured at 570 nm plotted as heatmaps. TPC1 and HCT116 cells were treated with indicated compounds for 72 hours. Source data are provided as a Source Data file.

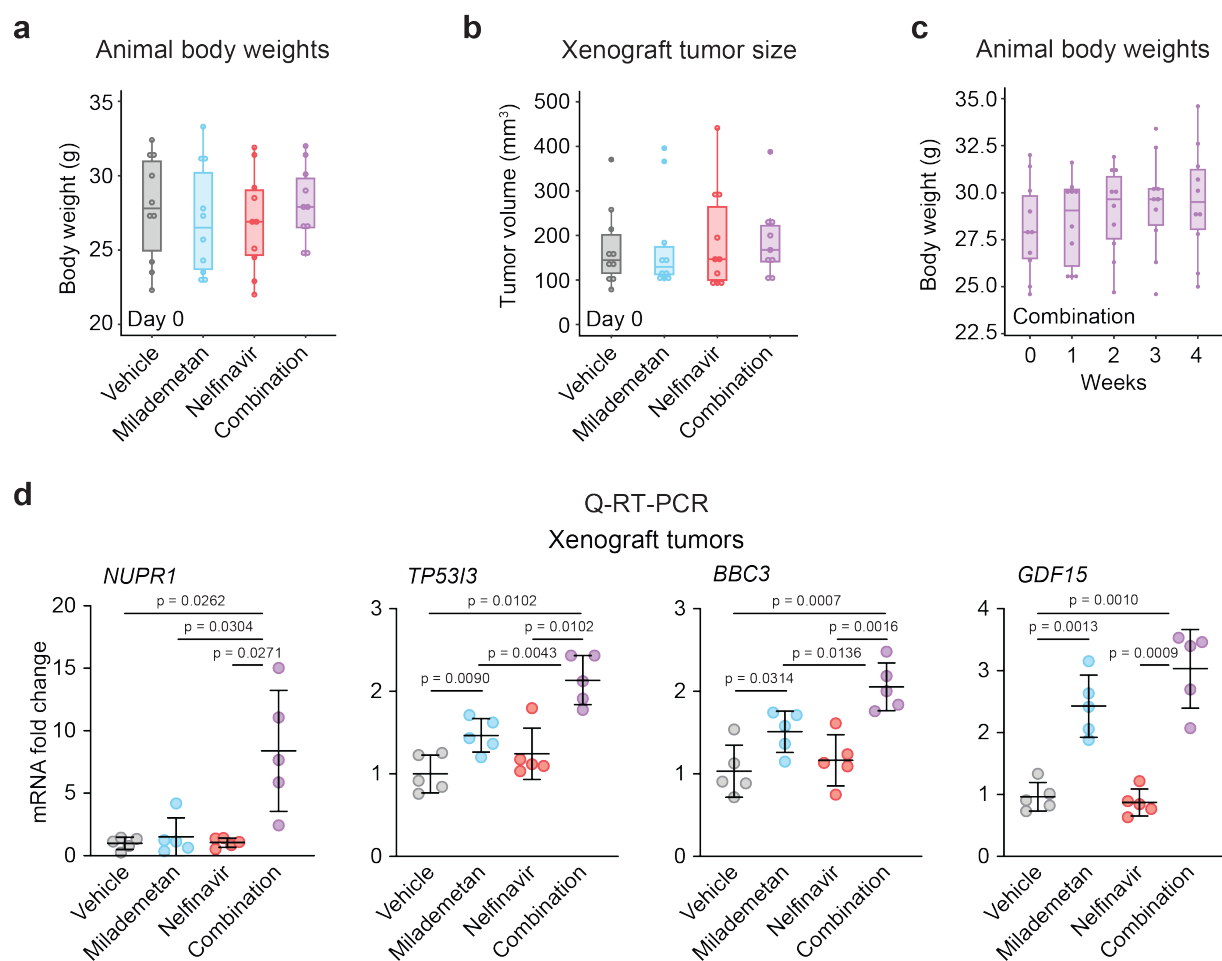

**Supplementary Fig. 7. HCT116 tumor xenograft, related to Fig. 5.** **a** Body weights of experimental animals at the time of treatment initiation (n = 10 animals per group). **b** Initial tumor sizes across treatment groups (n = 10 animals per group). **c** Body weights of experimental animals from the group treated with the drug combination (n = 10 animals per group). Data points represent initial body weights (week 0) and values at days 7, 14, 21, and 28, respectively. Box plots center lines in **a**, **b**, and **c** represent median values, box boundaries outline the 25<sup>th</sup> and 75<sup>th</sup> percentile. Whiskers depict the smallest or largest values within 1.5 times of the interquartile range. **d** Relative mRNA levels of p53 target genes analyzed by Q-RT-PCR using RNA extracted from tumors. Data are represented as mean  $\pm$  SD. Unpaired, two-sided t test was used for calculations of statistical significance (n = 5 tumor samples from 5 individual animals per group). Source data are provided as a Source Data file.

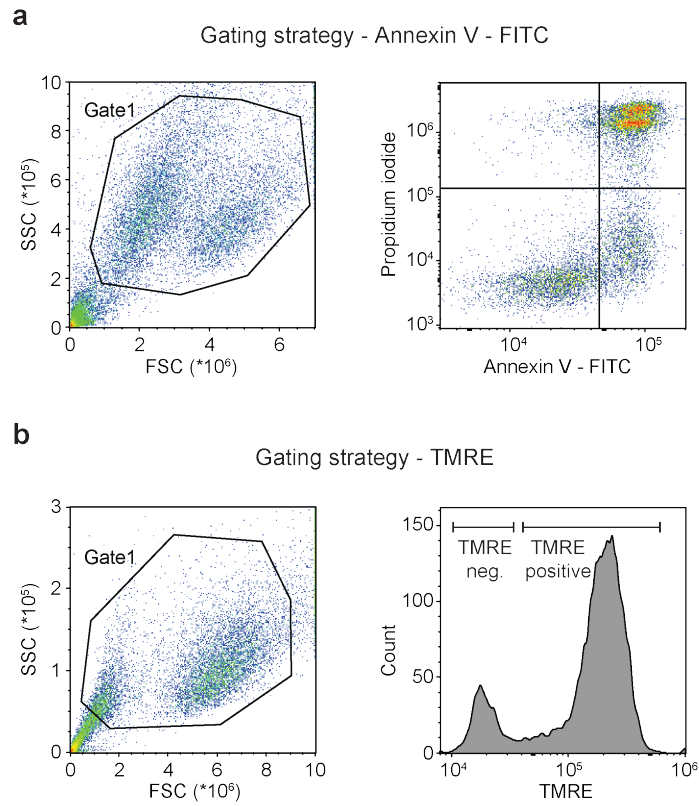

**Supplementary Fig. 8. Flow cytometry gating strategy.** Cell-sized particles in Gate 1 were selected for further analysis of populations stained with annexin V-FITC/propidium iodide (**a**) and TMRE (**b**). Cell suspensions stained with CM-H<sub>2</sub>DCFDA, Me4BodipyFL, and FerroOrange were gated for cell-sized particles as in **a**.

# Supplementary material for: PPM1D suppresses p53-dependent transactivation and cell death by inhibiting the Integrated Stress Response
**Source:** Nat Commun. 2022 Dec 1;13:7400. doi: 10.1038/s41467-022-35089-5
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

### **Descriptions of Additional Supplementary Data Files**

**Supplementary Data 1.** RNAseq results. 

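The workbook has 1 sheet per comparison and cell line, and each lists the genes with a base mean per group, a fold change, its adjusted value and a q value. A base mean is here the average count of a gene over the libraries of a group, after division by size factors. The sheets of TPC1 under nutlin and under GSK2830371 could be read in part, for 1995 and 89 genes. Counts were divided by size factors from the 4 libraries of each comparison and averaged within each group. The median difference of these averages from the listed base means was 0.432% and 0.106%, with every gene within 1% of its listed values.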

Results of DESeq2 analysis of transcriptome data of two different cell lines (TPC1 and K1) treated with DMSO (vehicle), Nutlin, GSK2830371, and combination of both drugs.

**Supplementary Data 2.** Ingenuity Pathway Analysis of RNA-seq data. Upstream Regulator Prediction in TPC1 and K1 cell lines treated with DMSO (vehicle), Nutlin, GSK2830371, and combination of both drugs. 

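Upstream regulator analysis asks whether the known targets of a regulator occur among the changed genes more often than chance allows, and reports an overlap p value. An activation score then counts how many of these targets moved in the direction the regulator is known to drive them. It rests on a curated commercial knowledge base and on a list of genes past a threshold, whereas a set test uses the fold changes of every gene tested.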

Upstream regulators with z-score  $>1.3$  and  $<-1.3$  are displayed.

**Supplementary Data 3.** Oligonucleotides and antibodies. Lists of oligonucleotides used for qRT-PCR, ATF4 cloning, ChIP-qPCR, and lists of antibodies used in this study.

# Supplementary material for: PPM1D suppresses p53-dependent transactivation and cell death by inhibiting the Integrated Stress Response
**Source:** Nat Commun. 2022 Dec 1;13:7400. doi: 10.1038/s41467-022-35089-5
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flow cytometry: Accuri c6 (version 1.0.264.21)  
Immunohistochemistry: InForm Vectra (version 3.0.5)  
MTT assays: SynergyFinder (version 2.0)

#### Data analysis

Flow cytometry: Accuri c6 (version 1.0.264.21), FlowJo (visualization, version 10.4.2)  
Immunohistochemistry: InForm (version 2.6)  
RNA-seq data processing and analysis: FASTQC (version 0.11.2), FastQ Screen (v0.4.4), Fastx toolkit (v0.0.13.2), TopHat2 (v2.0.13), SAMtools (v0.1.19), Picard (v1.129), RSeQC (v2.6), HTSeq (v0.6.1), DESeq2 (version 1.6.3), R (version 3.1.0), IGV genome viewer (v2.8.10)  
ChIP-seq data processing and analysis: FASTQC (v0.11.5), FastQ Screen (v0.11.0), FASTQ-MCF from EAUtools (v1.05), Bowtie2 (v2.2.9), Samtools (v1.5), Picard (v2.9.4), deepTools105 (version 2.2.2)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq and ChIP-seq data generated in this study have been deposited to the Gene Expression Omnibus (GEO) database and are available under the accession number GSE191150 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191150>]. All other Source Data are provided with this paper in the Source Data files. This paper analyzed data from the Genotype-Expression Project (GTEx) [<https://gtexportal.org/home/datasets>], The Cancer Genome Atlas Project (TCGA) [<https://www.cancer.gov/about-nci/organization/ccg/research/structural-genomics/tcga/using-tcga>], as well as publicly available data for ATF4 chromatin binding [<https://www.encodeproject.org/experiments/ENCSTR044UJJ/>], global run on-deep sequencing (GRO-seq) data and matching RNAseq data under conditions of p53 stimulation [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86222>]. Microscopy images are shared at FigShare portal [[https://figshare.com/articles/media/mouse\\_tumors\\_and\\_organoids/21545292](https://figshare.com/articles/media/mouse_tumors_and_organoids/21545292)]. Any additional information required to re-analyze data reported in this paper will be provided by the corresponding authors upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Immunohistochemistry image analysis libraries were downsampled based on power analysis calculation using formula $n = (Z\sigma/E)^2$ where $n$ is the sample size required to ensure that the margin of error ( $E$ , 95%) does not exceed the value specified as 25% of the vehicle-treated nuclei signal, $Z$ is the value from the table of probabilities of the standard normal distribution for the desired confidence level, and $\sigma$ is the standard deviation of the outcome of interest. Other experiments used sample sizes (number of replicates) based on our previous studies using the same methods and experimental layouts (PMID: 22246181, PMID: 28904012, PMID: 23684607) |
| Data exclusions | In Q-RT-PCR experiments individual technical replicate values were excluded if meeting the criteria for an outlier (>50% difference from the average value of remaining replicates). This applied to ~2% of values.                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | All data can be reproduced. Any experiments which failed to reproduce were not used in this manuscript. Replicates were prepared independently (biological replicates) and technical replicate values were averaged and treated as one single measurement for statistical analysis. Sufficient cell numbers for flow cytometry were acquired (typically 10,000 per sample). All experiments were repeated (performed independently as biological replicates) at least three times.                                                                                                                                                                                                              |
| Randomization   | Mice bearing tumors were assigned to treatment groups randomly. No difference among the initial tumor size or animal body weights distributions were controlled for as reported in Supplementary Fig. 5a-b. All other experiments were based on tissue cultures where individual plates were assigned to treatment groups at random.                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Blinding of the xenograft experiment was not possible because of distinct drug solution appearance, and measurements performed at the time of treatment. In other experiments blinding does not apply since measurement were performed by instruments in one setting for all treatments/groups per experiment.                                                                                                                                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Target; Clone; Source; Catalog number; Identifier  
 p53; DO-1; Calbiochem; OP43; AB\_10682938  
 phospho-Ser15-p53; polyclonal; Cell Signaling Technology; #9284; AB\_331464  
 beta-actin; C4; Santa Cruz Biotechnology; sc-47778; AB\_2714189  
 alpha-tubulin; DM1A; Millipore Sigma; T9026; AB\_477593  
 Nucleolin (C23); H6; Santa Cruz Biotechnology; sc-55486; AB\_670272  
 GAPDH; G9; Santa Cruz Biotechnology; sc-365062; AB\_10847862  
 PPM1D (WIP1); F10; Santa Cruz Biotechnology; sc-376257; AB\_10986000  
 ATF3; A8; Santa Cruz Biotechnology; sc-518032; n/a  
 ATF4; B3; Santa Cruz Biotechnology; sc-390063; AB\_2810998  
 p-eIF2a (p-Ser51); D9G8; Cell Signaling Technology; #3398; AB\_2096481  
 Casp-3 (cleaved); polyclonal; Cell Signaling Technology; #9661; AB\_2341188  
 HRI; 7H3L3; Invitrogen; 702551; AB\_2664566  
 GCN2; F7; Santa Cruz Biotechnology; sc-374609; AB\_10986130  
 p-GCN2 (p-Thr899); polyclonal; Novus; AF7605; AB\_2843969  
 PKR; H12; Santa Cruz Biotechnology; sc-514626; n/a  
 p-PKR (p-Thr446); SY230; Novus; NBP2-67426; n/a  
 PERK; B5; Santa Cruz Biotechnology; sc-377400; AB\_2762850  
 p-PERK (p-Thr980); G.305.4; Invitrogen; MA5-15033; AB\_10980432  
 HO-1; 23; Santa Cruz Biotechnology; sc-136256; AB\_2011615  
 Ki-67 (SP6); SP6; Epredia; RM-9106; AB\_2341197  
 DDIT3/CHOP; L63F7; Cell Signaling Technology; #2895; AB\_2089254  
 Puma; G3; Santa Cruz Biotechnology; sc-374223; AB\_10987708  
 "Anti mouse IgG; HRP linked Antibody "; polyclonal; Cell Signaling Technology; #7076; AB\_330924  
 "Anti rabbit IgG; HRP linked Antibody "; polyclonal; Cell Signaling Technology; #7074; AB\_2099233  
 ATF4 (CHIP); B3; Santa Cruz Biotechnology; sc-390063X; AB\_2810998  
 IgG (ChIP); polyclonal; Santa Cruz Biotechnology; sc-2025; AB\_737182

## Validation

Target; Reference(s); Validation by manufacturer; Validated for human protein; Validated for western blot; Validated for (chromatin) immunoprecipitation; Additional validations  
 p53; PMID: 7685617; "https://www.emdmillipore.com/US/en/product/Anti-p53-Ab-6-Pantropic-Mouse-mAb-DO-1; EMD\_BIO-OP43"; Yes; Yes; n/a; by knock-out (PMID: 22246181)  
 phospho-Ser15-p53; "PMID:23913444; PMID:24064360; PMID:25560828"; https://www.cellsignal.com/products/primary-antibodies/phospho-p53-ser15-antibody/9284; Yes; Yes; n/a;  
 beta-actin; "PMID:28017329; PMID:29107503; PMID:29149593"; https://www.scbt.com/p/beta-actin-antibody-c4; Yes; Yes; n/a;  
 alpha-tubulin; "PMID:19425080; PMID:19757494; PMID:24684304"; https://www.sigmaaldrich.com/US/en/product/sigma/t9026; Yes; Yes; n/a;  
 Nucleolin (C23); PMID:28833137; https://www.scbt.com/p/c23-antibody-h-6; Yes; Yes; n/a;  
 GAPDH; "PMID:24971611; PMID:25892301; PMID:27504807"; https://www.scbt.com/p/gapdh-antibody-g-9; Yes; Yes; n/a;  
 PPM1D (WIP1); PMID:30388424; https://www.scbt.com/p/wip1-antibody-f-10; Yes; Yes; n/a; by knock-out (author's unpublished data)  
 ATF3; PMID:34855279; https://www.scbt.com/p/atf-3-antibody-a-8; Yes; Yes; n/a; by knock-down (this manuscript)  
 ATF4; PMID:36251357; https://www.scbt.com/p/atf-4-antibody-b-3; Yes; Yes; n/a; by knock-down (this manuscript)  
 p-eIF2a (p-Ser51); "PMID:26327577; PMID:27912058; PMID:27984728"; https://www.cellsignal.com/products/primary-antibodies/phospho-eif2a-ser51-d9g8-xp-rabbit-mab/3398; Yes; Yes; n/a;  
 Casp-3 (cleaved); "PMID:16736467; PMID:17099894; PMID:17299760"; https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661; Yes; Yes; n/a;  
 HRI; PMID:30894532; https://www.thermofisher.com/antibody/product/HRI-Antibody-clone-7H3L3-Recombinant-Monoclonal/702551; Yes; Yes; n/a; by knock-down (this manuscript)  
 GCN2; "PMID:36302756; PMID:33899121; PMID:33760196"; https://www.scbt.com/p/gcn2-antibody-f-7; Yes; Yes; n/a; by knock-down (this manuscript)  
 p-GCN2 (p-Thr899); ; https://www.novusbio.com/products/gcn2-antibody\_af7605; Yes; Yes; n/a;  
 PKR; ; https://www.scbt.com/p/kr-antibody-h-12; Yes; Yes; n/a; by knock-down (this manuscript)

p-PKR (p-Thr446); ; [https://www.novusbio.com/products/pkr-antibody-sy230\\_nbp2-67426](https://www.novusbio.com/products/pkr-antibody-sy230_nbp2-67426); Yes; Yes; n/a;  
 PERK; PMID:30937420; <https://www.scbt.com/p/perk-antibody-b-5>; Yes; Yes; n/a; by knock-down (this manuscript)  
 p-PERK (p-Thr980); "PMID:26219498; PMID:26927933; PMID:31081119"; <https://www.thermofisher.com/antibody/product/Phospho-PERK-Thr980-Antibody-clone-G-305-4-Monoclonal/MAS-15033>; Yes; Yes; n/a;  
 HO-1; PMID:29067120; <https://www.scbt.com/p/heme-oxygenase-1-antibody-23>; Yes; Yes; n/a;  
 Ki-67 (SP6); "PMID:28457749; PMID:28609656; PMID:28695822"; <https://www.fishersci.com/shop/products/ki-67-rabbit-monoclonal-antibody/RM9106S1>; Yes; n/a; n/a;  
 DDIT3/CHOP; "PMID:24265448; PMID:28938442; PMID:29107503"; <https://www.cellsignal.com/products/primary-antibodies/chop-l63f7-mouse-mab/2895>; Yes; Yes; n/a; by knock-down (this manuscript)  
 Puma; "PMID:30561326; PMID:30712844; PMID:30850922"; <https://www.scbt.com/p/pumaalpha-beta-antibody-g-3>; Yes; Yes; n/a;  
 "Anti mouse IgG; HRP linked Antibody "; "PMID:24828612; PMID:25546454; PMID:26335297"; <https://www.cellsignal.com/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076>; n/a; Yes; n/a;  
 "Anti rabbit IgG; HRP linked Antibody "; "PMID:23970788; PMID:24140712; PMID:24828612"; <https://www.cellsignal.com/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7074>; n/a; Yes; n/a;  
 ATF4 (CHIP); PMID: 30452882; <https://www.scbt.com/p/atf-4-antibody-b-3>; Yes; n/a; Yes; by knock-down (this manuscript)  
 IgG (ChiP); "PMID:25663431; PMID:26996949; PMID:28123016"; <https://www.scbt.com/p/normal-mouse-igg>; n/a; n/a; n/a; Yes;  
 ENCODE PROJECT External validation for lot# C111 is available under ENCODE ID: ENCAB615SBV

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

TPC1, Dr. Rebecca Schweppe - Gift; Sigma-Aldrich SKU:SCC147, RRID: CVCL\_6298  
 K1, Dr. Rebecca Schweppe, Gift; Sigma-Aldrich SKU: 92030501-1VL, RRID: CVCL\_2537  
 HCT116, Dr. Bert Vogelstein - Gift; Sigma Aldrich SKU:9109005-1VL, RRID: CVCL\_0291  
 HEK293FT, Dr. Beverly Emerson - Gift; Thermo Fisher, cat. # R70007, RRID: CVCL\_6911  
 MCF7, Dr. Beverly Emerson - Gift; Sigma-Aldrich SKU: SCC100, RRID: CVCL\_0031  
 SJSA1, Dr. Beverly Emerson - Gift; ATCC Catalog Number CRL-2098, RRID: CVCL\_1697

Authentication

STR authentication

Mycoplasma contamination

PCR test, only cultures with negative results were used in the study

Commonly misidentified lines  
 (See [ICLAC](#) register)

K1 cell line is a GLAG-66 derivative as acknowledged in Methods section.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

M. musculus, Nude Mouse NU/NU (Charles River), 8-12 weeks of age, M/F equally distributed across treatment groups

Wild animals

No wild animals were used in this study.

Field-collected samples

No samples collected in fields were used in this study.

Ethics oversight

Institutional Animal Care and Use Committee at the CU-AMC (IACUC protocol 00432)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191150>

Peaks were not called because of low enrichment scores. Therefore, no BED files are provided.

Files in database submission

p53\_ChIPseq.K1.DMSO.395.bs1.deepools.normalized.bigwig  
 p53\_ChIPseq.K1.DMSO.399.bs1.deepools.normalized.bigwig  
 p53\_ChIPseq.K1.GSK.397.bs1.deepools.normalized.bigwig  
 p53\_ChIPseq.K1.GSK.401.bs1.deepools.normalized.bigwig  
 p53\_ChIPseq.K1.input.K1.bs1.deepools.normalized.bigwig  
 p53\_ChIPseq.K1.Nutlin.396.bs1.deepools.normalized.bigwig  
 p53\_ChIPseq.K1.Nutlin.400.bs1.deepools.normalized.bigwig  
 p53\_ChIPseq.K1.NutlinGSK.398.bs1.deepools.normalized.bigwig  
 p53\_ChIPseq.K1.NutlinGSK.402.bs1.deepools.normalized.bigwig

p53\_ChIPseq.TPC1.DMSO.387.bs1.deeptools.normalized.bigwig  
 p53\_ChIPseq.TPC1.DMSO.391.bs1.deeptools.normalized.bigwig  
 p53\_ChIPseq.TPC1.GSK.389.bs1.deeptools.normalized.bigwig  
 p53\_ChIPseq.TPC1.GSK.393.bs1.deeptools.normalized.bigwig  
 p53\_ChIPseq.TPC1.input.TPC1.bs1.deeptools.normalized.bigwig  
 p53\_ChIPseq.TPC1.Nutlin.388.bs1.deeptools.normalized.bigwig  
 p53\_ChIPseq.TPC1.Nutlin.392.bs1.deeptools.normalized.bigwig  
 p53\_ChIPseq.TPC1.NutlinGSK.390.bs1.deeptools.normalized.bigwig  
 p53\_ChIPseq.TPC1.NutlinGSK.394.bs1.deeptools.normalized.bigwig  
 387\_S1\_L001\_R1\_001.fastq.gz  
 388\_S2\_L001\_R1\_001.fastq.gz  
 389\_S3\_L001\_R1\_001.fastq.gz  
 390\_S4\_L001\_R1\_001.fastq.gz  
 391\_S5\_L001\_R1\_001.fastq.gz  
 392\_S6\_L001\_R1\_001.fastq.gz  
 393\_S7\_L001\_R1\_001.fastq.gz  
 394\_S8\_L001\_R1\_001.fastq.gz  
 395\_S9\_L001\_R1\_001.fastq.gz  
 396\_S10\_L001\_R1\_001.fastq.gz  
 397\_S11\_L001\_R1\_001.fastq.gz  
 398\_S12\_L001\_R1\_001.fastq.gz  
 399\_S13\_L001\_R1\_001.fastq.gz  
 400\_S14\_L001\_R1\_001.fastq.gz  
 401\_S15\_L001\_R1\_001.fastq.gz  
 402\_S16\_L001\_R1\_001.fastq.gz  
 K1\_S17\_L001\_R1\_001.fastq.gz  
 R11960\_S1\_L003\_R1\_001.fastq.gz  
 R11961\_S2\_L003\_R1\_001.fastq.gz  
 R11962\_S3\_L003\_R1\_001.fastq.gz  
 R11963\_S4\_L003\_R1\_001.fastq.gz  
 R11964\_S5\_L003\_R1\_001.fastq.gz  
 R11965\_S6\_L003\_R1\_001.fastq.gz  
 R11966\_S7\_L003\_R1\_001.fastq.gz  
 R11967\_S8\_L003\_R1\_001.fastq.gz  
 R12062\_S9\_L004\_R1\_001.fastq.gz  
 R12063\_S10\_L004\_R1\_001.fastq.gz  
 R12064\_S11\_L004\_R1\_001.fastq.gz  
 R12065\_S12\_L004\_R1\_001.fastq.gz  
 R12066\_S13\_L004\_R1\_001.fastq.gz  
 R12066\_S29\_L005\_R1\_001.fastq.gz  
 R12067\_S14\_L004\_R1\_001.fastq.gz  
 R12067\_S30\_L005\_R1\_001.fastq.gz  
 R12068\_S15\_L004\_R1\_001.fastq.gz  
 R12068\_S31\_L005\_R1\_001.fastq.gz  
 R12069\_S16\_L004\_R1\_001.fastq.gz  
 R12069\_S32\_L005\_R1\_001.fastq.gz  
 TPC1\_S18\_L001\_R1\_001.fastq.gz  
 TPC1\_K1\_HTSseq\_counts.txt

Genome browser session  
(e.g. [UCSC](https://genome.ucsc.edu/s/andrysik/p53_TPC1_K1))

[https://genome.ucsc.edu/s/andrysik/p53\\_TPC1\\_K1](https://genome.ucsc.edu/s/andrysik/p53_TPC1_K1)

## Methodology

Replicates

Replicates (marked rep1, rep2) were generated in independent experiments.

Sequencing depth

Sample:,Cell line - treatment,total reads,mapped reads  
 387,TPC1 - DMSO - rep1,1.72E+07,1.42E+07  
 388,TPC1 - Nutlin - rep1,1.49E+07,1.22E+07  
 389,TPC1 - GSK - rep1,1.82E+07,1.04E+07  
 390,TPC1 - NutlinGSK - rep1,1.86E+07,1.61E+07  
 391,TPC1 - DMSO - rep2,2.12E+07,1.84E+07  
 392,TPC1 - Nutlin - rep2,2.28E+07,1.98E+07  
 393,TPC1 - GSK - rep2,2.09E+07,1.83E+07  
 394,TPC1 - NutlinGSK - rep2,1.95E+07,1.73E+07  
 395,K1 - DMSO - rep1,1.76E+07,1.50E+07  
 396,K1 - Nutlin - rep1,1.92E+07,1.64E+07  
 397,K1 - GSK - rep1,1.99E+07,1.68E+07

398,K1 - NutlinGSK - rep1,1.97E+07,1.68E+07  
 399,K1 - DMSO - rep2,2.70E+07,2.31E+07  
 400,K1 - Nutlin - rep2,1.85E+07,1.58E+07  
 401,K1 - GSK - rep2,2.88E+07,2.46E+07  
 402,K1 - NutlinGSK - rep2,2.10E+07,1.80E+07  
 K1input,,1.97E+07,1.68E+07  
 TPC1input,,2.13E+07,1.84E+07

Antibodies

p53 (DO-1), Calbiochem, OP43

Peak calling parameters

Peaks were not called because of low enrichment scores.

Data quality

Due to low enrichment score of the ChIP-seq data, no peak calling was performed and data use was limited to qualitative analysis of p53 occupancy at ATF3 and ATF4 loci.

Software

FASTQC (v0.11.5), FastQ Screen (v0.11.0), FASTQ-MCF from EAUtils (v1.05), Bowtie2 (v2.2.9), Samtools (v1.5), Picard (v2.9.4), deepTools105 (version 2.2.2)

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

The fraction of apoptotic cells was determined by Annexin V-FITC/PI assay. Briefly, cells harvested by trypsinization were resuspended in Annexin-V binding buffer (10 mM HEPES pH 7.4, 140 mM NaCl, 2.5 mM CaCl<sub>2</sub>). Approximately 2x10<sup>5</sup> cells were labeled with Annexin-V-FITC (Invitrogen) and PI (10 ug/ml, Millipore-Sigma) for 15 minutes in the dark before flow cytometric analysis (Accuri C6, Becton Dickinson).

To analyze mitochondrial membrane potential cells were trypsinized and resuspended in cultivation media. An aliquot of approximately 5x10<sup>5</sup> cells per sample was mixed with Tetramethylrhodamine, Ethyl Ester, Perchlorate (TMRE, Thermo Fisher, 100 nM final concentration) solution, incubated for 10 minutes in the dark, and analyzed by flow cytometer. Reactive oxygen species levels were measured using 6-chloromethyl-2',7'-dichlorodihydrofluorescein diacetate, acetyl ester (CM-H2DCFDA). Briefly, trypsinized cells were resuspended in the cultivation media, combined with CM-H2DCFDA solution (10 uM final concentration), and incubated for 15 minutes in the dark. At least 104 particles per sample were analyzed for fluorescence intensity in the FL1 channel (533/30 nm). Proteasomal activity was analyzed with Me4BodipyFL-Ahx3Leu3VS fluorescent probe (abbreviated as Me4BodipyFL). After the treatment period, cultivation media in both TPC1 and HCT116 cells was replaced with pre-warmed 0.5 uM of Me4BodipyFL in PBS for 1 hour. Next, cells were harvested by trypsinization, and fluorescence was measured by flow cytometry. Intracellular levels of Fe<sup>2+</sup> ions were measured with FerroOrange probe (Dojindo). Briefly, trypsinized cells were resuspended in HBSS buffer, pelleted, resuspended in serum-free DMEM media, and stained with 1 uM FerroOrange dye for 15 min at 37C.

Instrument

Becton Dickinson Accuri C6

Software

Accuri c6 (version 1.0.264.21), FlowJo (visualization, version 10.4.2)

Cell population abundance

Tissue culture samples only.

Gating strategy

Live/apoptotic cells were gated by FCC/SCC signal, quadrants to distinguish viable, early and late apoptotic cells were used for Annexin V-FITC/propidium iodide staining. An example of gating strategy is provided in Supplementary Information file.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

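The data are stranded, polyadenylated RNA-seq of the thyroid carcinoma lines TPC1 and K1 treated for 24 h with 0.2% DMSO, 10 µM nutlin, 25 µM GSK2830371 or both drugs. Each of these groups holds 2 libraries, which makes 8 per line and 16 in all. The authors aligned the reads to GRCh37 with TopHat2, removed reads of low mapping quality, and counted the reads per gene with HTSeq, so each deposited value is a raw read count for a gene symbol, without normalization. The table holds 25369 genes, of which 4539 have no count in any library. Every sample column was used. Alignment and counting were taken as the authors made them and were not repeated.

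The K1 columns were matched to samples by line, treatment and replicate number. In TPC1, 4 columns carry the replicate number 3, which the sample labels do not hold, so these were assigned to their treatment without naming the sample, and those numbered 1 were matched like the K1 columns. TPC1 libraries are named by the column numbers. Library totals have a median of 49874952 counts in TPC1 and 32046088.5 in K1. Scaling factors from TMM ran from 0.961 to 1.04. The 5 genes with the most counts take 3.07% to 5.51% of a TPC1 library and 9.47% to 10.3% of a K1 library.

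Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, with DESeq2 1.42.0 for alternatives and Python 3.11.15 for tables and plots. Genes above 0.1 CPM in at least 2 libraries of a line were kept, 15273 in TPC1 and 15900 in K1. The treatments of a line were fitted together, with TMM scaling and edgeR's quasi-likelihood test. The p values of each comparison were adjusted by Benjamini-Hochberg over the genes tested, and a gene is called at an adjusted p under 0.05 with a fold change above 1.5. The comparisons are nutlin, GSK2830371 and the combination against DMSO, the combination against nutlin, the combination against GSK2830371, and the interaction. Differences between the lines were tested in a fit of all 16 libraries over 16738 genes. The common dispersion was 0.00828 in TPC1 and 0.00273 in K1.

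Whether replicate numbers pair the libraries was examined by correlating the log2 difference between the replicates across treatments, over genes with a mean of at least 1 CPM. In TPC1 this gave 0.447 to 0.616 across 12308 genes for every pair of treatments, so fits with the replicate number as a block were added beside the unblocked ones. The correlations are across genes, which are not independent replicates. To show what a shared DMSO group does to the correlation of fold changes, 20 sets of libraries without a treatment effect were simulated for each line.

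Lists of genes were written from general knowledge of the literature and tested with camera, at a preset correlation between genes of 0.01, and with the rotation test fry. They hold 67 p53 targets, 50 ATF4 targets, 24 ATF6 and XBP1 targets, 22 NRF2 targets, 21 NF-kB targets, 38 cell cycle genes, 20 SREBP2 targets, 20 interferon targets, 19 lysosomal TFEB targets and 15 heme genes. Set tests were adjusted together over 80 tests of these 10 lists, and 8 genes of the eIF2alpha pathway were looked at singly. Overlapping lists were also tested without the shared genes.

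The genes to name were fixed by rule. These are the genes the paper names, the heme and eIF2alpha pathway genes, the 5 genes with the largest share of counts, and the 3 largest increases and decreases per line in each comparison except that of the combination against DMSO or GSK2830371, among called genes with a mean of at least 5 CPM in the higher group and, outside the interaction, replicates that do not overlap. The 3 largest differences each way between the lines in the comparison of the combination with nutlin were added. Values of TPC1 genes in part of Supplementary Data 1 had been seen by then. The comparisons, the lists, this rule and most alternatives were chosen before the data were examined.

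These alternatives replaced TMM by DESeq2 size factors or by library size, the filter by edgeR's filterByExpr or by none, edgeR by DESeq2's Wald test, the joint fit by fits of the compared groups in edgeR or in DESeq2 with moderated fold changes, camera by fry, and left out each library in turn. Shares, slopes and correlations were also taken over other sets of genes. A correction for GC content and transcript length was chosen after seeing the data. It used reference values for 14523 genes in TPC1 (95.1%) and 15058 in K1 (94.7%). Symbols matched to 1 gene of the reference annotation were 22710, or 89.5% of the table.

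The steps were tested on simulated data with the dispersion of each line. Of 200 genes with a simulated nutlin effect, 99.5% were called in the right direction in TPC1 and 100% in K1, with 10 and 3 false calls. Of 100 simulated interactions, 83% and 99% were called. A slope set to 1 came back as 0.978 in TPC1 and 0.977 in K1. A GC trend added to the GSK2830371 libraries made 2898 and 2795 false calls, and 0 after the correction.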

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

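The tests of the spread between K1 replicates, of scaling and *ATF4* for *DDIT3*, and of scaling and GC content for the lysosomal and SREBP2 lists were chosen only after the result was seen.

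The response to the drugs differed between the lines when the difference itself was tested (edgeR's quasi-likelihood test with Benjamini-Hochberg in a fit of both lines). Called were 3217 genes for nutlin, 1462 with a larger value in K1 and 1755 with a smaller one, and 4307 for the combination, 1991 larger and 2316 smaller. For the combination against nutlin 856 were called, 428 in each direction. These counts kept within 2918 to 3374, 3991 to 4313 and 566 to 1006 when single libraries were left out, and the lowest of the last range came without K1 nutlin replicate 1.

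For GSK2830371 alone 365 genes differed, 100 larger and 265 smaller in K1. Leaving out TPC1 DMSO replicate 1 gave 778, TPC1 DMSO replicate 3 gave 153, TPC1 GSK2830371 replicate 1 gave 83 and replicate 3 gave 240. Leaving out K1 DMSO replicate 1 gave 77, K1 DMSO replicate 2 gave 143, and K1 GSK2830371 replicate 1 gave 53. For the interaction 525 genes differed, 326 larger and 199 smaller. That count was 1119 without TPC1 DMSO replicate 1, 306 or 154 without TPC1 nutlin replicate 1 or 3, and 240 without TPC1 GSK2830371 replicate 1. Without K1 DMSO replicate 1 it was 150, without K1 nutlin replicate 1 or 2 it was 312 or 252, without K1 GSK2830371 replicate 1 it was 164, and without K1 combination replicate 1 or 2 it was 318 or 144. With the replicate block 613 and 1268 genes were called. The number of genes that differ for GSK2830371 alone and for the interaction is therefore not settled by these libraries, and the GC trend of the K1 GSK2830371 libraries, whose removal brought the K1 calls to 133, may contribute.

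Nutlin changed fewer genes in K1 than in TPC1. The lower depth of the K1 libraries does not explain it, since TPC1 counts thinned to the K1 totals still gave 5472 called genes with the replicate block, and 5265 without it (5229 to 5295 over 11 draws), against 1474 in K1. A larger spread between replicates does not explain it either, because the common dispersion is 0.00273 in K1 and 0.00828 in TPC1 in the fits without the replicate block. With the block the order turns, to 0.00304 in K1 and 0.00248 in TPC1, but the TPC1 fit without the block still called 5423 genes at a dispersion above both K1 values. Over 5153 genes called in TPC1 the K1 fold change had the same direction for 89.0%, and the slope of K1 on TPC1 was 0.338 (0.320 to 0.348 with single libraries left out). A smaller nutlin effect on the same genes in K1 is thus a candidate explanation, and 1169 of the 1474 genes called in K1 were called in the same direction in TPC1. The slope is taken over genes chosen in TPC1, which lowers it. Over the 1474 genes called in K1 the slope of TPC1 on K1 was 1.48, so the effects were smaller in K1 with genes chosen there as well, but by less, and the size of the difference is not settled. *CDKN1A* rose less in K1 by 2.48 (−2.48, adjusted p = 4.3e-09) and *MDM2* by 1.95 (−1.95, adjusted p = 4e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg). Why the lines differ was not tested.

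In the comparison of the combination with nutlin, several genes differed between the lines in log2 fold change, given as K1 minus TPC1 with adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg. *LGR5* differed by 3.87 (adjusted p = 0.0092), from −4.52 in TPC1 to −0.63 in K1, and is not called without TPC1 nutlin replicate 3 (3.29, with adjusted p from 0.00017 to 0.1 over the alternatives of edgeR's quasi-likelihood test with Benjamini-Hochberg). *CDH6* differed by 3.23 and *LOC101927642* by 2.68, both called under every alternative run. *RAB39B* differed by −3.02, and *CHAC1* by −1.46, also called throughout. *NOS1* differed by −3.33 (adjusted p = 0.042 by edgeR's quasi-likelihood test with Benjamini-Hochberg), but TPC1 holds at most 1 count of it per nutlin library and 2 to 7 per combination library. The call is lost under DESeq2's Wald test and on leaving out most single libraries, with −2.60 to −5.50 over them, so its size cannot be read from the TPC1 libraries. *ATF3* differed by −1.34 (adjusted p = 0.028 by edgeR's quasi-likelihood test with Benjamini-Hochberg). That call is lost without TPC1 nutlin replicate 1 (−1.34), TPC1 nutlin replicate 3 (−1.34), TPC1 combination replicate 3 (−1.23), K1 nutlin replicate 1 (−0.88), K1 combination replicate 1 (−1.36) or K1 combination replicate 2 (−1.32). No technical or biological explanation was tested for these genes.

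*DDIT3* differed by −2.90 (adjusted p = 1.2e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg), from 3.72 in TPC1 to 0.81 in K1. Composition of the libraries does not account for it, as the difference was −2.85 under the scaling that made it smallest. A smaller rise of *ATF4* mRNA in K1 does not account for it either, since *ATF4* differed by only 0.091. Protein amounts and other regulators of *DDIT3* may differ between the lines and were not measured here.

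Under GSK2830371 alone *HMOX1* differed by −1.45 (adjusted p = 0.025 by edgeR's quasi-likelihood test with Benjamini-Hochberg), from 2.04 in TPC1 to 0.58 in K1. The difference is not called without TPC1 GSK2830371 replicate 1 (−1.50), TPC1 GSK2830371 replicate 3 (−1.39), K1 DMSO replicate 2 (−1.14), K1 GSK2830371 replicate 1 (−1.66) or K1 GSK2830371 replicate 2 (−1.27). No explanation of the difference between the lines was tested.

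The lysosomal TFEB target list, which the paper does not examine, rose under nutlin in TPC1 by a median log2 fold change of 0.95, with 18 of 19 genes positive and 13 called higher, 13 also when adjusted over the list alone. The set test gave an adjusted p of 4.08e-05 by camera and 0.00492 by fry. The median stayed at 0.92 under scaling by library size, the lower of the other scalings, and the set test gave 7.56e-05 after removing the trend with GC content and length, which argues against either as the whole cause. In K1 the list rose by 0.18 (set test 0.00945 by camera, 0.0224 by fry), not called without nutlin replicate 2 (0.0625), and the lines differed by −0.81 (set test 1.74e-08 by camera, 0.00196 by fry). GSK2830371 without nutlin raised the list as well, by 0.27 in TPC1 with 18 of 19 genes positive (set test 5.4e-07 by camera, not called by fry with 0.0871) and by 0.15 in K1 with 19 of 19 (set test 1.69e-05 by camera, 0.0193 by fry). Against nutlin, the combination moved it by −0.23 in TPC1 and 0.06 in K1 (set tests 0.0448 and 0.0129 by camera), neither called by fry (0.184 and 0.0861). The TPC1 value ran from 1.2e-05 to 0.847, the highest without combination replicate 3, and the K1 value was 0.248 without nutlin replicate 1. Nutlin and GSK2830371 are compared with the same DMSO libraries, which makes their shifts alike by itself. Whether the rise goes with nutlin alone, and whether p53 drives it, is therefore open.

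The SREBP2 target list, also outside the paper, fell under the combination in TPC1 by a median of −0.70, with 11 of 20 genes called lower, 11 also when adjusted over the list alone. The set test gave an adjusted p of 0.00945 by camera and 4.54e-05 by fry. The median was −0.69 with DESeq2 size factors, the smaller shift of the other scalings, and the set test gave 0.0126 after removing the trend with GC content and length, so neither accounts for the whole shift. In K1 the median was −0.38 with 6 genes called lower, called by camera (set test 0.00536) and not by fry (0.0871). A difference between the lines was not detected (0.26, set test 0.373 by camera and 0.465 by fry). Against nutlin, the combination moved the list by −0.37 in TPC1 (set test 6.53e-05 by camera, 0.000468 by fry). In K1 the shift was −0.39 (8.72e-12 by camera, not called by fry with 0.0898). Nutlin alone gave −0.28 in TPC1, called only by fry (0.247 by camera, 0.000468 by fry), and −0.01 in K1, not called. GSK2830371 alone gave −0.05 in TPC1, not called, and −0.19 in K1, called only by camera (0.00438, fry 0.32). Lower cholesterol synthesis under both drugs is a hypothesis that was not tested further.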

How the results depend on the processing

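The corrections for GC content and transcript length are tests chosen only after the result was seen. In fits without 1 library, the library left alone in its group is assumed to vary like the other groups. These fits carry no replicate block, so in TPC1 part of their change may come from the shared shift of the replicates. Unless a cause is named, the cause was not tested.

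Of 810 comparisons of a count, share, slope or correlation with its value under an alternative, 658 stayed within the limits set for it and 152 moved. For genes named, 2271 of 2349 kept direction and side of the threshold, 61 lost a call, 6 gained one and 11 changed sign. For set tests 440 of 466 held, 12 lost and 3 gained a call, and 11 counts moved. The numbers of genes raised or lowered by nutlin and by the combination in TPC1, and by the combination in K1, kept within 1.5 times under every alternative, as did the genes raised or lowered by both.

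Scaling by library size alone gave 166 genes raised by GSK2830371 in TPC1, shares of genes with a larger fold change under the combination of 75.4% in TPC1 and 81.9% in K1, and a set test of ATF4 targets under nutlin in K1 of 0.0551. DESeq2 size factors gave a K1 share of 77.9%. The median log2 fold change of all genes moved by at most 0.07 under either scaling, here in the TPC1 interaction.

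With filterByExpr the shares were 76.6% in TPC1 and 80.6% in K1, the slopes of the nutlin effect with GSK2830371 on that without 1.01 and 0.941, the correlations of the GSK2830371 effect without and with nutlin across genes 0.289 and 0.287, and the set test of ATF4 targets under nutlin in K1 0.0611. Without a filter, GSK2830371 raised 200 and lowered 177 genes in TPC1, the TPC1 share was 75.5%, the TPC1 slope 0.972, and the correlations 0.0586 and 0.0389. The ATF4 set test under nutlin in TPC1 was then 0.0115, and 611 and 1124 genes differed between the lines for GSK2830371 and the interaction. Genes with at least 1 CPM gave slopes of 1.03 and 0.970 and correlations of 0.367 and 0.356, so these values depend on the weakly expressed genes admitted, which carry more noise.

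The replicate block gave 239 genes raised and 241 lowered by GSK2830371 and 1573 in the interaction in TPC1, and 613 and 1268 genes differing between the lines for GSK2830371 and the interaction. In K1 the libraries of the same number did not shift together across all treatments. The log2 differences between its replicates correlated by −0.321 to −0.256 between DMSO and the other treatments and by 0.139 to 0.335 among the others, over 12543 genes, and the block gave 105 raised and 236 lowered genes for GSK2830371 and 168 and 237 for the combination against nutlin. With the correction for GC content and length added to the block, TPC1 gave 242, 233 and 1511. In K1 the correction gave 65 genes raised and 68 lowered by GSK2830371, 72 in the interaction, and a set test of ATF4 targets under GSK2830371 of 0.0548.

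DESeq2's Wald test gave a TPC1 share of 76.7%, slopes of 0.999 and 0.968, and in K1 55 genes raised by GSK2830371 and 108 by the combination against nutlin. Fits of the compared groups alone gave 51 genes raised and 55 lowered by GSK2830371 in TPC1 with edgeR, and 54 and 55 with DESeq2 and moderated fold changes. The latter also gave shares of 78.3% and 87.1%, and in K1 400 genes raised by nutlin, 18 raised and 101 lowered by GSK2830371, and 39 raised and 81 lowered by the combination against nutlin. Moderation draws small fold changes toward 0 by construction. Taking all genes raised by nutlin gave shares of 64.2% and 68.9%. Choosing genes by the nutlin effect with GSK2830371 gave slopes of 1.09 and 1.08.

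The fold change of *HMOX1* under nutlin in K1 lies near 0 and changed sign with DESeq2 size factors (0.0036), DESeq2's Wald test (0.0041) and its moderated form (0.0021). Leaving out single libraries moved it from −0.26 to 0.30. Under GSK2830371 in K1, uncalled values of *ATF3* (−0.22 to 0.93), *DDIT3* (−0.20 to 0.032) and *PCK2* (−0.12 to 0.53) changed sign in the same way.

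The rotation test fry called 3 comparisons of the SREBP2 list instead of 5, 1 of the interferon list instead of 0, 5 of the TFEB list instead of 8 and 3 of the heme list instead of 1. It gave 2.03e-05 for ATF4 targets under nutlin and 0.0708 for p53 targets under GSK2830371 in TPC1, and 0.18 and 0.377 for ATF4 targets under nutlin and GSK2830371 in K1. Without genes on several lists, the heme list had 0 calls, ATF4 targets under nutlin in TPC1 gave 0.00777 and p53 targets under GSK2830371 in TPC1 0.174 (set tests by camera).

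Leaving out single libraries in TPC1 gave 14 to 129 genes raised and 8 to 126 lowered by GSK2830371, 656 to 1009 raised by the combination against nutlin and 344 to 1151 in the interaction. The TPC1 share ran from 71.6% to 78.3%, the slope from 0.925 to 1.00 and the correlation from 0.116 to 0.237. In K1, 94 to 518 genes were lowered by GSK2830371, 86 to 196 raised and 140 to 252 lowered by the combination against nutlin, and 20 to 695 called in the interaction, with shares from 75.9% to 83.0% and slopes from 0.767 to 0.850. The lowest counts came without a GSK2830371 library in TPC1 (replicate 3, and replicate 1 with 27 and 17), without nutlin replicate 3 for the TPC1 interaction and combination, and without nutlin replicate 2 for the K1 interaction and combination. GSK2830371 replicates 1 and 2 set the lowest and highest of its K1 count. Between the lines, 53 to 778 genes differed for GSK2830371, 566 to 1006 for the combination against nutlin and 144 to 1119 for the interaction.

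Set tests with single libraries left out called 2 to 4 comparisons of the NF-kB list, 2 without either TPC1 DMSO library, and 0 to 2 of the heme list, 0 without TPC1 DMSO replicate 1 or GSK2830371 replicate 3 and 2 without either TPC1 combination library. For p53 targets under GSK2830371 in TPC1 they ran from 0.00215 to 0.0588, for ATF4 targets in K1 under nutlin from 9.05e-06 to 0.527 and under GSK2830371 from 1.85e-05 to 0.396. The ends above 0.05 came without GSK2830371 replicate 3, without DMSO replicate 2 (0.249) or nutlin replicate 2, and without DMSO replicate 1 or GSK2830371 replicate 1 (0.19).

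Depth limits genes of low expression. *ATF3* in K1 rests on 22 to 56 counts per library under DMSO and nutlin, and *GDF15* in K1 on 9 to 16 counts under DMSO, so their fold changes there carry standard errors of 0.368 and 0.353.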

Differences from the paper's values

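The corrections for GC content and length are tests chosen only after the result was seen and are left out here. The alternatives below were set before the data were examined. In Fig. 1c and Supplementary Fig. 1e the paper cuts on DESeq2's adjusted fold change. The main counts here cut on unmoderated fold changes of a joint edgeR fit, so the thresholds differ in kind. Of the alternatives, DESeq2 fits of the compared groups with moderated fold changes are the nearest to the paper's method. A count is said to meet the paper's value when the larger is no more than 1.5 times the smaller.

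For GSK2830371 alone in TPC1, the paper gives 52 upregulated genes and the joint fit gives 110. The paper's value is met by fits of the compared groups in edgeR (51) and in DESeq2 with moderated fold changes (54), and by leaving out DMSO replicate 1 (63), DMSO replicate 3 (51), nutlin replicate 1 (44) or nutlin replicate 3 (44). The paper's downregulated genes are about 54 in Fig. 1c, read by eye, against 104. The same alternatives meet it, with 55 in edgeR, 55 in DESeq2 with moderated fold changes, and 56, 47, 43 and 42 without DMSO replicate 1, DMSO replicate 3, nutlin replicate 1 and nutlin replicate 3. The other scalings and filters, the replicate block, DESeq2's Wald test, and leaving out any GSK2830371 or combination library do not meet either value.

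For GSK2830371 alone in K1, the paper's upregulated genes are about 18 in Fig. 1c, read by eye, against 117. Only DESeq2 fits of the compared groups with moderated fold changes, which give 18, meet it. The paper's downregulated genes are about 120 in Fig. 1c, read by eye, against 237. Those DESeq2 fits (101) and leaving out GSK2830371 replicate 1 (94) meet it, and the other alternatives do not.

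For the combination against nutlin in K1, the paper's upregulated genes are about 39 in Supplementary Fig. 1e, read by eye, against 184, and its downregulated genes about 84 in the same panel, read by eye, against 242. DESeq2 fits of the compared groups with moderated fold changes give 39 and 81 and are the only alternative to meet these values.

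For genes upregulated in K1 by nutlin and not by the combination, the paper's value is about 34 in Fig. 1d, read by eye, against 81. DESeq2 fits of the compared groups with moderated fold changes give 35, and no other alternative meets it. For the downregulated genes the paper's value is about 45 in Supplementary Fig. 1f, read by eye, against 109. The same DESeq2 fits (43) and DESeq2's Wald test (67) meet it, and the rest do not.

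The paper states that nutlin clearly induces *ATF3* mRNA in K1. Here the K1 log2 fold change is 0.63 with adjusted p = 0.23 (edgeR's quasi-likelihood test with Benjamini-Hochberg), and no alternative run calls it. In TPC1 the gene is called, with 1.69. Fig. 2a marks no change of *ATF4* mRNA under the combination, whereas *ATF4* is called higher than in DMSO in TPC1 (0.67) and in K1 (0.95).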

Other observations

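The tests of a common factor on the nutlin effect and of GC content for the K1 calls were chosen only after the result was seen.

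Most genes raised by both treatments had larger fold changes under the combination. Composition of the libraries does not account for this, as the lower of the shares under the other scalings was 75.4% in TPC1 and 77.9% in K1. Nor does a trend with GC content and gene length, since removing it gave 76.1% in TPC1 and 79.2% in K1. That GSK2830371 multiplies the nutlin effect by a common factor cannot be told apart from addition of the drugs' own effects. The nutlin effect was larger with GSK2830371 for 56.0% of these genes in TPC1 and 37.9% in K1, but the genes were chosen partly by the nutlin effect without GSK2830371, which lowers the share by chance and keeps the question open.

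The rise of *ATF4* mRNA under the combination relative to nutlin is not explained by composition of the libraries, with log2 fold changes of 1.07 in TPC1 and 1.22 in K1 under the scaling with the higher adjusted p. Removing the trend with GC content and length left 1.10 and 1.21. A change in transcription or stability of *ATF4* mRNA under both drugs remains a hypothesis, and these libraries cannot separate transcription from stability.

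GSK2830371 changed more genes in the presence of nutlin than without it in TPC1, with 1851 against 214 called, and under every alternative. In K1 it was 426 against 354, and fewer with nutlin than without when nutlin replicate 2 (226 against 341), GSK2830371 replicate 2 (446 against 639), combination replicate 1 (275 against 341) or combination replicate 2 (298 against 332) was left out. DESeq2 fits of the compared groups with moderated fold changes gave 120 against 119, and removing the trend with GC content and length gave 425 against 133, so the K1 order is not settled. Whether these are the same changes at a larger size cannot be told apart from other changes. Over genes called under GSK2830371 alone, the slope of its effect with nutlin on that without was 0.821 in TPC1 and 0.335 in K1, but these genes were chosen by the effect without nutlin, which pulls the slope down. Of the genes called in the combination against nutlin, 218 in TPC1 and 149 in K1 also had an adjusted p under 0.05 for GSK2830371 alone in edgeR's quasi-likelihood test with Benjamini-Hochberg, and 92.7% and 97.3% of these moved the same way. Over all genes the GSK2830371 effects without and with nutlin correlated by 0.231 in TPC1 and 0.129 in K1, where genes are not independent replicates. Leaving out TPC1 GSK2830371 replicate 3 gave 0.116, and leaving out K1 nutlin or GSK2830371 replicate 1 gave 0.0781 or 0.0704.

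In K1 the GSK2830371 libraries show a trend with GC content. The deviation of a gene from its mean over the K1 libraries correlated with its GC content by 0.452 in replicate 1 and 0.233 in replicate 2, and GC content and length explained 25.9% and 7.17% of the variance, against at most 3.72% in the other K1 libraries and 4.23% in TPC1. Genes called up by GSK2830371 in K1 had a median GC content of 54.5% and those called down 38.1%, against 47.9% for the genes tested. With the trend removed, 133 genes were called, 100 of them among the 354 called before, and 72 in the interaction, 62 of them among the 388 called before. A technical GC trend in these libraries may thus account for many of the K1 calls that rest on them. A drug effect on genes of high GC content would look alike and was not excluded.

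*HMOX1* rose under GSK2830371 alone in TPC1. Free heme as the inducer stays open. The paper reports that both drugs together depleted free heme, which is another treatment than GSK2830371 alone. Heme is known to repress *ALAS1*, which changed by 0.21 and is not called, but a response of *ALAS1* to heme in TPC1 was not measured. Activation of NRF2 may contribute, and so may ATF4, which the paper proposes as possibly involved in the rise of HMOX1 under both drugs. Under GSK2830371 alone the ATF4 list rose in TPC1 by a median of 0.42, with 47 of 48 genes positive. Whether ATF4 drives *HMOX1* there was not tested. The NRF2 target list without *HMOX1* moved up by a median of 0.16, with 17 of 21 genes positive, and the set test gave 6.42e-05 unadjusted by camera and 0.0131 by fry, though *HMOX1* was the only gene of the list called. The full NRF2 list gave 0.19 in TPC1 (set test adjusted to 3.92e-06 by camera, 0.0131 by fry). Against nutlin, the combination moved the NRF2 list by 0.07 in TPC1 and 0.20 in K1 (set tests adjusted to 0.0448 and 2.9e-08 by camera, both also called by fry). The TPC1 call is lost without nutlin replicate 1 (0.0895), without genes on other lists (0.174), with filterByExpr (0.0504), without a filter (0.0639) and under scaling by library size (0.0545).

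Other lists gave these values. NF-kB targets rose in TPC1 under the combination by 0.43 against DMSO and by 0.25 against nutlin (set tests adjusted to 0.0374 and 0.0403 by camera, 0.0039 and 0.0421 by fry). The first is not called without DMSO replicate 1 (0.0654, range over the alternatives 0.0039 to 0.0654). The second is not called without DMSO replicate 1 (0.0584), DMSO replicate 3 (0.0519), nutlin replicate 1 (0.0982) or combination replicate 3 (0.0852), or without a filter (0.0513), and ran from 0.015 to 0.0982. GSK2830371 alone moved the NF-kB list the other way, by −0.19 in TPC1 and −0.13 in K1 (set tests adjusted to 0.00549 and 0.0273 by camera), neither called by fry (0.0847 and 0.0702). The TPC1 shift is not called without DMSO replicate 3 (0.0649) or GSK2830371 replicate 1 (0.0678) either, nor the K1 shift without DMSO replicate 2 (0.131) or GSK2830371 replicate 2 (0.207), with 0.000654 and 0.00323 the smallest over the alternatives. Interferon targets were called in 0 comparisons by camera and 1 by fry, the combination against nutlin in TPC1 (−0.19, 0.0353). The heme genes were called by camera only for GSK2830371 in TPC1 (0.11, set test 0.0255), not by fry (0.0569), nor without DMSO replicate 1 (0.312), GSK2830371 replicate 3 (0.11) or genes on other lists (0.87). Fry alone called the heme list in TPC1 under nutlin (0.20, 0.00302) and under the combination against DMSO (0.04, 0.0168). It also called the list lower under the combination than under nutlin there (−0.09, 0.049). The ATF6 and XBP1 targets rose under nutlin in K1 by 0.32 (set test 2.9e-08 by camera, 0.00106 by fry). They were not called in TPC1 by camera (0.09, set test 0.464). In K1 GSK2830371 alone raised them too, by 0.17 with 19 of 23 genes positive (set test 3.01e-05 by camera, 0.0101 by fry).

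Genes the paper follows by other methods had these log2 fold changes here. *PPM1D* (chromosome 17, 58677554 to 58743641) rose under nutlin by 1.90 in TPC1 and 1.32 in K1. Under GSK2830371 it changed by −0.74 in TPC1, not called without GSK2830371 replicate 1 (−0.68) or 3 (−0.81), and by −0.24 in K1, not called. *DDIT3* (chromosome 12, 57910371 to 57915520) rose under the combination against DMSO by 5.35 in TPC1 and 0.89 in K1, and *HMOX1* (chromosome 22, 35776354 to 35790207) by 2.33 and 0.67. In TPC1 *HMOX1* also rose by 1.74 under nutlin and by 2.04 under GSK2830371, so its rise under both was less than their sum. The paper describes synergy for the HMOX1 protein, which was not measured here. Of the eIF2alpha kinases, *EIF2AK3* was called under the combination in K1 (0.68), and *EIF2AK1* changed by −0.45 in TPC1 and 0.25 in K1, not called. *PPP1R15A* rose under the combination by 2.57 in TPC1 and 0.79 in K1, and *EIF2S1* fell by 0.94 in TPC1 (−0.94). *FAS* was higher under the combination than under nutlin by 0.54 in TPC1, not called, although it passed without nutlin replicate 3 (0.63) or combination replicate 1 (0.66).

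The genes with the largest share of counts are *FN1*, up to 7.26% of a K1 library, *EEF1A1*, *CDKN1A*, *FTH1* and *EEF2*. *CDKN1A* reaches 1.27% of a TPC1 library under the combination. In TPC1 *FN1* rose under nutlin by 0.76, and *EEF1A1*, *FTH1* and *EEF2* rose under the combination by 1.03, 1.10 and 1.19.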
